# 4See: A Flexible Browser to Explore 4C Data

**DOI:** 10.3389/fgene.2019.01372

**Published:** 2020-01-21

**Authors:** Yousra Ben Zouari, Angeliki Platania, Anne M. Molitor, Tom Sexton

**Keywords:** 4C, epigenomics, browser, chromatin loops, quantile normalization, biological replicates

## Abstract

It is established that transcription of many metazoan genes is regulated by distal regulatory sequences beyond the promoter. Enhancers have been identified at up to megabase distances from their regulated genes, and/or proximal to or within the introns of unregulated genes. The unambiguous identification of the target genes of newly identified regulatory elements can thus be challenging. Well-studied enhancers have been found to come into direct physical proximity with regulated genes, presumably by the formation of chromatin loops. Chromosome conformation capture (3C) derivatives that assess the frequency of proximity between different genetic elements is thus a popular method for exploring gene regulation by distal regulatory elements. For studies of chromatin loops and promoter-enhancer communication, 4C (circular chromosome conformation capture) is one of the methods of choice, optimizing cost (required sequencing depth), throughput, and resolution. For ease of visual inspection of 4C data we present 4See, a versatile and user-friendly browser. 4See allows 4C profiles from the same bait to be flexibly plotted together, allowing biological replicates to either be compared, or pooled for comparisons between different cell types or experimental conditions. 4C profiles can be integrated with gene tracks, linear epigenomic profiles, and annotated regions of interest, such as called significant interactions, allowing rapid data exploration with limited computational resources or bioinformatics expertise.

## Introduction

Since early transgenic studies it has been clear that promoter sequences are insufficient to regulate the spatiotemporal expression patterns of many developmental genes. “Remote control” is additionally conferred by distal activating sequences, termed enhancers, which have been intensively studied over the last years (Schoenfelder and Fraser, 2019). Genome-wide profiling of histone modifications and protein binding sites by ChIP-seq have uncovered a general chromatin signature of enhancer regions: DNase-hypersensitive, bound by the transcriptional coactivator p300, and marked by the monomethylation of lysine-4 of histone H3 (H3K4me1) (Heintzman et al., 2009). Follow-on studies refined these findings further by identifying chromatin features that were characteristic of different enhancer properties. For example, the strongest-acting enhancers are also accompanied by acetylation of lysine-27 of histone H3 (H3K27ac) (Creyghton et al., 2010; Rada-Iglesias et al., 2011) and/or acetylation on globular histone domains (Pradeepa et al., 2016), recruit RNA polymerase II, and general transcriptional machinery (Koch et al., 2011), and are even transcriptionally active, producing non-coding RNA (eRNAs) (Kim et al., 2010). Enhancers lacking these extra features, and sometimes even encompassing repressive marks, such as H3K27 trimethylation (H3K27me3), are proposed to be “poised” enhancers, which may become activated at later developmental stages. Interestingly, the chromatin states at enhancer sequences vary much more across cell types than those of gene promoters (Roadmap Epigenomics et al., 2015), suggesting that much of the regulatory potential is epigenetically carried by enhancers. However despite advances in identifying enhancers genome-wide, both through epigenomic profiling and high-throughput reporter assays (Arnold et al., 2013; Roadmap Epigenomics et al., 2015), unambiguous identification of their target genes is still a major challenge. Important developmental enhancers have been found at megabase distances from target genes, and/or within the introns of unregulated genes (Lettice et al., 2003; Amano et al., 2009; Herranz et al., 2014); previous studies estimate that up to ~90% of enhancers may indeed skip the closest genes on the linear chromosome fiber (Sanyal et al., 2012; Schoenfelder et al., 2015).

Since the advent of the chromosome conformation capture method (3C) (Dekker et al., 2002) and its variants to measure relative spatial proximity of pairwise genomic regions, many enhancers have been found to physically interact with their target genes, often with “looping out” of the intervening chromatin (Palstra et al., 2003); the resultant “active chromatin hub” has been proposed to provide the permissive regulatory environment for transcription initiation, although the exact mechanism remains unclear. In many studied cases, looping is concomitant with transcriptional induction, whereas in others, the loop is pre-formed to poise the gene for subsequent activation (Schoenfelder and Fraser, 2019). Recent reports using microscopy methods have also been made of enhancers and promoters being well separated on gene activation (Alexander et al., 2019; Benabdallah et al., 2019), although enhancer-promoter interactions were previously reported in the studied loci, raising questions as to whether interactions may completely precede transcription and/or be very transient events. In any case, physical proximity measured by 3C-based methods is becoming a popular means of ascribing target genes to otherwise cryptic distal regulatory elements, or of identifying novel candidate regulatory regions of specific genes of interest. For example, intergenic sequence variants associated with diseases have been better characterized once their target genes were identified by 3C-based approaches (Herranz et al., 2014; Schoenfelder and Fraser, 2019).

With the advent of next-generation sequencing, several higher throughput variants of 3C have been developed to obtain genome-wide chromatin interaction maps. Hi-C is an “all-to-all” method, systematically assessing all pairwise chromatin contacts (Lieberman-Aiden et al., 2009). However, due to the great complexity of the sequenced material, calling specific looping interactions requires prohibitively expensive sequencing depth (Rao et al., 2014; Bonev et al., 2017), and Hi-C loop calling algorithms have been demonstrated to not be very robust (Forcato et al., 2017). A recent modification, Capture Hi-C, incorporates capture with a pool of thousands of oligonucleotides, allowing the complexity of sequenced Hi-C material to be reduced sufficiently to assess the chromatin looping interactions with all promoters (Hughes et al., 2014; Sahlen et al., 2015; Schoenfelder et al., 2015). However, capture libraries can be expensive, and their design still represents a trade-off between coverage of assessed promoters and resolution of the identified loops. For the highest resolution profiling of smaller numbers of candidate regions, the method of choice is the “one-to-all” 4C (circular chromosome conformation capture), which assesses all the chromatin interactions with one specific bait of interest (Simonis et al., 2006; van de Werken et al., 2012) (**Figure 1A**). In brief, nuclei are fixed in their native topologies with formaldehyde, digested with a restriction enzyme and re-ligated, as for 3C, such that chimeric DNA sequences are generated between restriction fragments which may be unlinked on the linear chromosome fiber but are physically proximal at the time of fixation. The purified DNA is then circularized by digestion with a secondary restriction enzyme and re-ligation under dilute conditions, allowing an inverse PCR strategy to amplify all the chimeric DNA linked to a specific bait restriction fragment of interest. The much reduced complexity of a 4C library, compared to that of Hi-C, means that promoter interactomes can be reliably profiled with just a few million sequence reads, and ~20 baits can readily be multiplexed into a sequencing run, making it a much more cost-effective method (van de Werken et al., 2012). The major limitations of 4C are the relatively small throughput in baits that can be assessed at a time, and that the direct sequencing of PCR products confounds results with large numbers of PCR duplicates that cannot be distinguished from counts of true 3C ligation events. However, *in silico* approaches can minimize the impact of PCR duplicates (de Wit et al., 2015), and “unique molecular identifier” variants of 4C have also been developed (Schwartzman et al., 2016).

**Figure 1:**
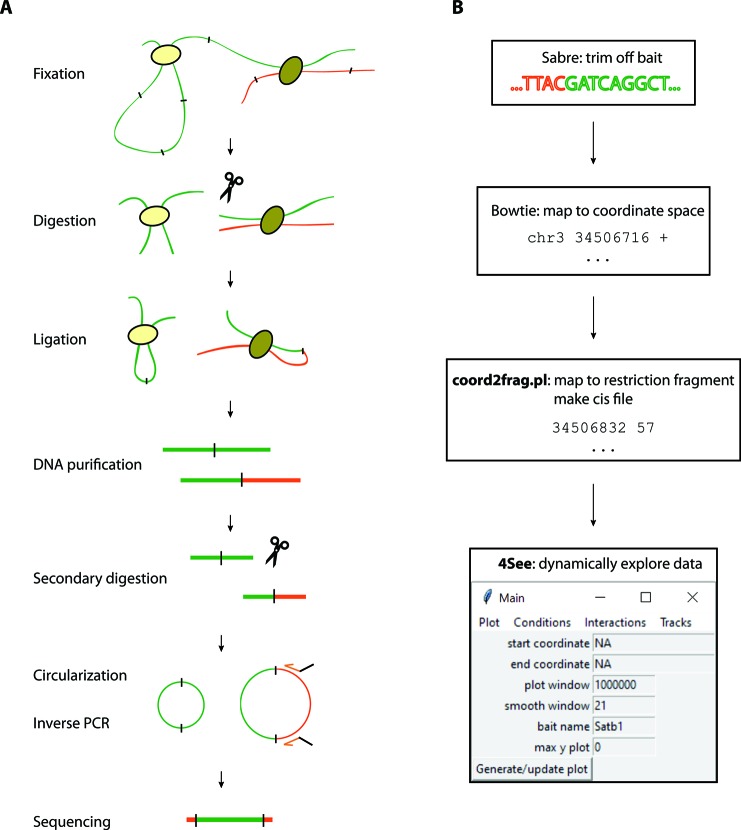
Overview of the 4C method and analysis. **(A)** The 4C method entails chromatin fixation, restriction digestion and re-ligation to generate hybrid sequences between fragments that were physically proximal during fixation. The DNA is purified, digested with a secondary restriction enzyme and re-ligated under dilute conditions to generate DNA circles. Chimeric products linked to a specific bait fragment of interest (orange) are amplified by inverse PCR with bait-specific primers (orange arrows) flanked by Illumina sequencing adapters (black overhangs). The PCR products are then directly loaded onto Illumina flow-cells for high-throughput sequencing. **(B)** Pre-processing steps before 4See; tools denoted in bold accompany this manuscript. The fastq sequences are first trimmed to remove bait restriction fragment sequence (orange), leaving just the prey DNA sequence (green) for mapping to the reference genome with Bowtie. The mapped genomic coordinates are converted to restriction fragment space by a custom perl script, which counts the total number of reads mapping to each fragment on the same chromosome as the bait. This “cis” file can then be directly input into 4See.

Due to the growing popularity of 4C experiments, several algorithms have been developed to call significant interactions (van de Werken et al., 2012; Thongjuea et al., 2013; Williams et al., 2014; Klein et al., 2015; Raviram et al., 2016; Geeven et al., 2018); recent benchmarking shows that all methods work well on simulated data, but no single method is optimum for all experimental setups (Walter et al., 2019). However, whereas most of these methods has an in-built tool to plot the static results after data processing, a simple, flexible browser allowing a user to rapidly visualize their 4C results is currently lacking (see **Figure 2** and summary of the different plotting options currently available in **Table 1**). Moreover, while some methods allowed raw and/or smoothed 4C data to be exported as files that can be opened and visualized alongside epigenomic profiles on genome browsers, they offered no flexibility in plotting the epigenomic profiles directly alongside the 4C plot while different smoothing or peak calling parameters are being trialed. We recently developed ChiCMaxima, a suite of tools to analyze Capture Hi-C data, which includes a GUI (graphical user interface) to flexibly visualize data sets alongside gene annotations and epigenomic profiles (Ben Zouari et al., 2019). Here we report 4See, the adaptation of ChiCMaxima tools for the user-friendly integrative exploration of 4C data sets. 4See provides flexibility to compare different replicates side by side, or to average them together when comparing experimental conditions, and to visualize 4C profiles at different smoothing window sizes, necessary to identify putative interactions at different distances from the bait, without the need to reload or re-process the initial data. 4See utilizes quantile normalization to allow different plotted profiles to be fairly compared during the visualization. 4See also allows 4C profiles to be easily plotted alongside gene annotations and linear epigenomic tracks, as well as for specific regions (e.g. interactions called by other algorithms) to be highlighted. We anticipate that 4See will be a useful tool to the community for quick and easy exploration of 4C data, particularly when used in conjunction with existing interaction calling tools.

**Figure 2:**
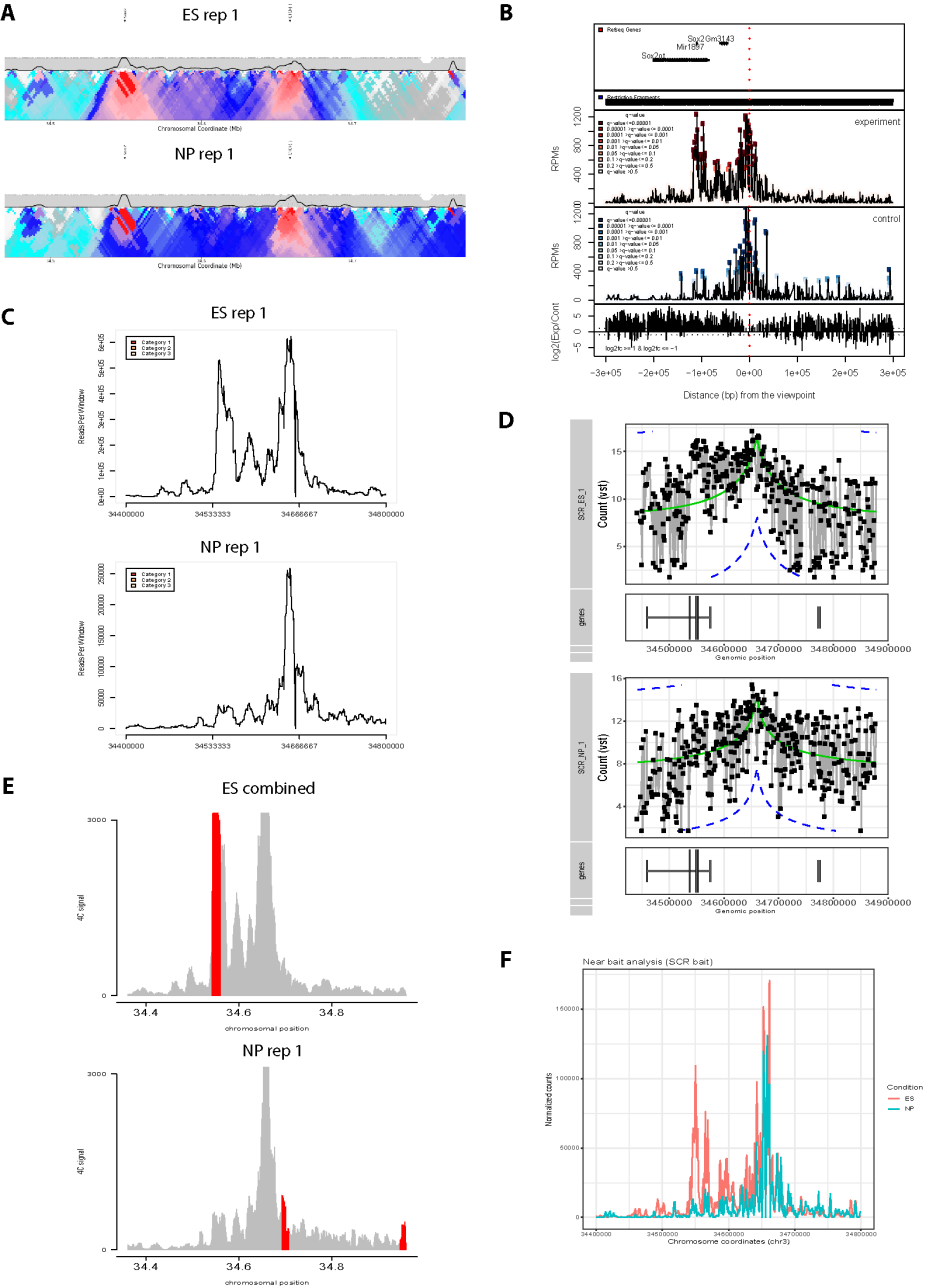
Overview of graphing options from existing 4C analysis methods. All methods have been applied to two ES replicates and one NPC 4C data set for the *Sox2* SCR bait (see also **Figure 3**). **(A)** 4Cseqpipe (van de Werken et al., 2012) results shown independently for one ES replicate and the NPC data set. Running median scores are plotted as a line graph (5 kb resolution), with domainograms plotted underneath as a heat map for median scores at steadily increasing window sizes. Positions of the CTCF site within the SCR and the *Sox2* gene are indicated by arrows. Note that the independent normalization means that the SCR-*Sox2* interaction differences between the two cell types is not evident, compared to other methods. **(B)** r3Cseq (Thongjuea et al., 2013) results for the combined three data sets, showing panels, from top to bottom: positions of Refseq genes; restriction fragment coverage; averaged profile for the “experiment” (ES) condition, with called interactions at different confidence levels highlighted; profile for the “control” (NPC) condition, with called interactions at different confidence levels highlighted; plot of the log2-ratio of experiment vs control 4C signal. The position of the SCR bait is indicated by a red dashed line. Note that r3Cseq appears to call a very large number of interactions. **(C)** fourSig (Williams et al., 2014) results shown independently for one ES and one NPC replicate, showing smoothed 4C plots (21-fragment windows). Called interactions (“Categories” 1, 2 or 3, for different confidence levels) would be highlighted on the plot, but none were called by fourSig. **(D)** FourCSeq (Klein et al., 2015) results shown independently for one ES and one NPC replicate, showing normalized and processed 4C signal plots (gray line graphs and black points), alongside the positions of known genes. The green line indicates the centralized 4C value, and the dashed blue lines indicate the threshold values for a z-score difference > 2. Significant interactions would be highlighted, but were not detected by FourCSeq. Note that differences between the two cell types is not so evident, compared to most other methods. **(E)** peakC (Geeven et al., 2018) results shown for the combined analysis of the two ES replicates, independently of the NP replicate, giving smoothed 4C plots (21-fragment windows) as histograms. The red regions indicate called interactions. **(F)** 4C-ker (Raviram et al., 2016) results shown for the combined analysis, with line plots of combined ES (red) and NPC (blue) 4C signal. Note that many interactions were called by 4C-ker within the plotted window for both ES and NP, but that the documentation did not provide a means to plot them alongside the shown line plots.

**Table 1:** Comparison of graphing options from existing 4C analysis methods.

Method	GUI	Preprocessing	Handles conditions/replicates	Plotting options	Annotations
4Cseqpipe	No	Several custom scripts to convert fastq files to multiple formats and intermediate files. These failed for test data and intermediate files had to be made manually.	No	Can alter trendline resolution and plotting window (coordinate space); domainogram parameters fixed	Limited: manually curated bed file gives arrows on plot
r3Cseq	No	Processes bam files directly	Yes, but restricted to pairwise comparison of “experiment” and “control” conditions	Can only alter plotting window	RefSeq genes
fourSig	No	Custom script converts bam to input format	No	Can only alter plotting window	None
FourCSeq	No	Need to set up metadata table in R, which points to processed bam files	Handled in one combined object, but default is to plot each data set individually, and documentation does not say how to do otherwise.	Can only alter plotting window	Positions of genes from transcriptome (unlabeled)
4C-ker	No	Requires bed file of restriction fragments and bedgraph of 4C coverage per observed fragment. Custom scripts to generate from sam files failed and input files had to be made manually.	Yes	In principle, many settings can be changed in the R command prompt (ggplot2 call settings), but is not documented or user-friendly	None
peakC	No	Essentially the same as this manuscript, but utility scripts not provided	Handles replicates but not different conditions	Can only alter plotting window	None

## Materials and Methods

### Pre-Processing

#### 4C

J1 mouse embryonic stem (ES) cells were grown on gamma-irradiated mouse embryonic fibroblast cells under standard conditions (4.5 g/L glucose-DMEN, 15% FCS, 0.1 mM non-essential amino acids, 0.1 mM beta-mercaptoethanol, 1 mM glutamine, 500 U/mL LIF, gentamicin), then passaged onto feeder-free 0.2% gelatin-coated plates for at least two passages to remove feeder cells. For *in vitro* differentiation to neural precursor cells (NPCs), F1 ES cells were cultured in the same medium supplemented with 1 µM PD03259010 and 3 µM CHIR99021 (“2i” conditions) and without feeders. The cells were then cultured for six days with medium without LIF or 2i and with 10% FCS, and with 5 µM retinoic acid for the final four days, to generate embryoid bodies (Bibel et al., 2007). J1/F1 ES or differentiated cells were detached with trypsin, then washed by centrifugation in PBS before fixation. Mouse CD4^+^ CD8^+^ double-positive (DP) thymocytes were obtained from 4 week old mouse thymus by FACS with anti-CD4-PE and anti-CD8a-FITC antibodies (eBioScience). Both cell preparations were fixed with 2% formaldehyde in mES culture medium for 10 min at 23°C. The fixation was quenched with cold glycine at a final concentration of 125 mM, then cells were washed with PBS and permeabilized on ice for 1 h with 10 mM Tris-HCl, pH 8, 100 mM NaCl, 0.1% NP-40, and protease inhibitors. Nuclei were resuspended in *Dpn*II restriction buffer at 10 million nuclei/mL concentration, and 5 million nuclei aliquots were further permeabilized by treatment for either 1 h with 0.4% SDS at 37°C (ES cells), or for 20 min with 0.7% SDS at 65°C, then for 40 min at 37°C (DP cells). The SDS was then neutralized by incubating for a further 1 h with either 2.6% (ES) or 3.3% (DP) Triton-X100 at 37°C. Nuclei were digested overnight with 1000 U *Dpn*II at 37°C, then washed twice by centrifuging and resuspending in T4 DNA ligase buffer. *In situ* ligation was performed in 400 μL T4 DNA ligase buffer with 20,000 U T4 DNA ligase overnight at 16°C. DNA was purified by reverse cross-linking with an overnight incubation at 65°C with proteinase K, followed by RNase A digestion, phenol/chloroform extraction, and isopropanol precipitation. The DNA was digested with 5 U/μg *Csp*6I at 37°C overnight, then re-purified by phenol/chloroform extraction and isopropanol precipitation. The DNA was then circularized by ligation with 200 U/μg T4 DNA ligase under dilute conditions (5 ng/μL DNA), and purified by phenol/chloroform extraction and isopropanol precipitation. 50 ng aliquots of this DNA were used as template for PCR with bait-specific primers containing Illumina adapter termini (primer sequences and optimal PCR conditions available on request). PCR reactions were pooled, primers removed by washing with 1.8× AMPure XP beads, then quantified on a Bioanalyzer (Agilent) before sequencing with a HiSeq 4000 (Illumina).

#### Pre-Processing 4C Data for 4See

All bait sequence (including and downstream of the primer sequence, up to but not including the GATC *Dpn*II site) are trimmed by the demultiplexing Sabre tool (https://github.com/najoshi/sabre), allowing two mismatches, before mapping to the mm9 genome with Bowtie (Langmead et al., 2009) (**Figure 1B**). Interaction calling was done with peakC (Geeven et al., 2018) with different window sizes as specified by the parameter wSize. For previously published 4C results (Narendra et al., 2015), fastq files were downloaded from the Gene Expression Omnibus and processed just like the other data sets.

#### Analysis and Plotting of 4C Data Sets by Other Methods

Three 4C data sets (two replicates from ES cells; one replicate from *in vitro* differentiation of ES cells towards NPCs) were analyzed and plotted by 4Cseqpipe (van de Werken et al., 2012), r3Cseq (Thongjuea et al., 2013), fourSig (Williams et al., 2014), FourCSeq (Klein et al., 2015), 4C-ker (Raviram et al., 2016), and peakC (Geeven et al., 2018), using the default or recommended parameters given within the documentation accompanying the tools.

### 4See

#### System Requirements

4See is a GUI written in R (version > = 3.2), with the following packages (and their dependencies) additionally required, found on Bioconductor and/or CRAN: tcltk2, tkrplot, limma, caTools, rtracklayer. All scripts and test data are available under the terms of the GNU General Public License, version 3, on Github: https://github.com/TomSexton00/4See. The GUI is launched by sourcing the main script, 4See.r, from within an R environment. From then on, all manipulation is performed from a windows interface, and does not require use of command prompts. A full user manual in pdf format is also found with the scripts on Github, and is provided as **Supplementary Data**.

#### Input Format

4See deals with a simple text format, which we term the “cis” format, entailing a header with three tab-delimited fields (data set name, bait chromosome, bait coordinate) followed by a two-column table, denoting the coordinate of the mid-point of every restriction fragment found on the same chromosome as the bait, and its corresponding number of supporting sequence reads. The cis format is generated by a perl script, coord2frag.pl, provided with 4See, which maps the genomic coordinates of 4C sequencing results into their corresponding restriction fragments and then counts the number of reads for each fragment. The perl script accepts any non-headed text format for sequences, as long as a column for chromosome, coordinate, and strand can be specified. The restriction fragment information is provided by “frag” tables, headed four-column tables, giving a unique integer identifier, the chromosome, coordinate, and fragment length for each restriction fragment. These in turn are generated by a provided perl script, makefrags.pl, requiring a user input for the sequence of the primary restriction enzyme cutting site, and a folder containing the sequences in fasta format for each chromosome of the genome assembly used. The header of the cis file provides the required information on the bait location and 4C data set name, but is also used to ensure that only 4C data sets for the same bait (with identical bait chromosome and coordinate) are treated together.

#### Managing Conditions and Replicates

After loading one or more cis files, 4See opens a dialog box allowing the user to determine how to handle different conditions and replicates by assigning a value to each data set (**Figures 3A, C**). All 4C data sets assigned a non-zero integer are quantile normalized for fairer comparison across data sets (Ritchie et al., 2015). Data sets given the same value are averaged together before plotting; those assigned zero are omitted from normalization and plotting. Additional options allow the plotting color and data label to be specified by the user, and these can be re-run *via* the “Conditions” drop-down menu. Thus a user can rapidly compare different replicates side by side, or average them into one plot for comparison with different cell types or conditions, without needing to reload the data (**Figures 3B, D**).

**Figure 3:**
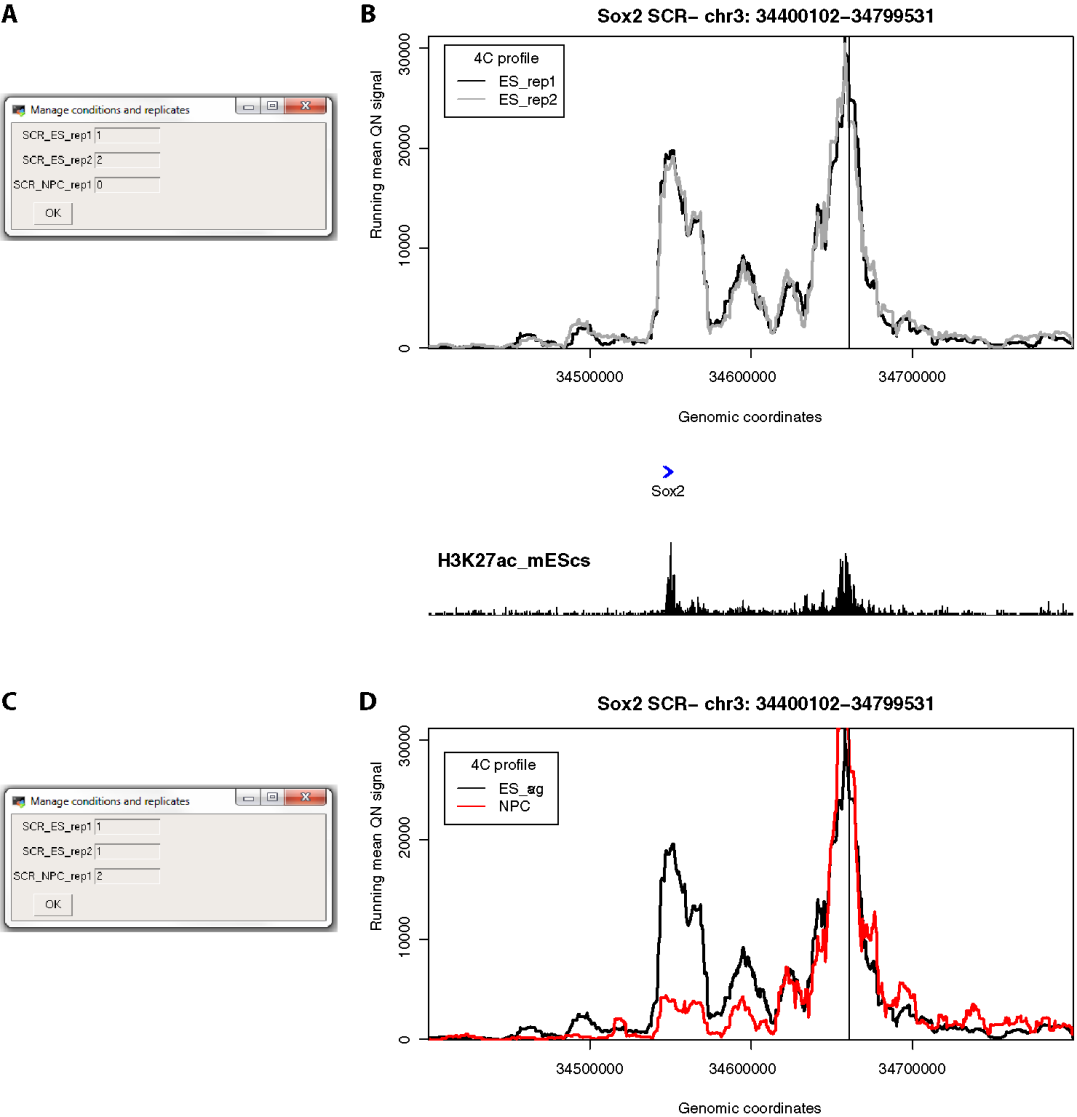
4See provides flexibility in handling multiple replicates and/or experimental conditions. **(A)** The 4See dialog box for conditions settings automatically opens when cis files are first loaded, in this instance two ES replicates and one NPC 4C data set for the *Sox2* SCR bait. The two ES replicates have been assigned different integers to be treated independently, and the NPC data set has been omitted by assigning it 0. **(B)** The resultant 4See plot from the conditions set in **(A)**, whereby the two ES 4C replicates are quantile normalized and plotted separately, one in black, the other gray. The plot has normalized 4C signal as the y-axis and genomic coordinate of the interacting fragment as the x-axis. The position of the SCR bait is denoted by a black vertical line, and gene position (blue arrows) and the ES H3K27ac ChIP-seq profile (black) is shown underneath the 4C plot. The profiles are highly consistent between replicates, with a strong interaction peak centered on the *Sox2* gene; note that both the gene and enhancer have a strong enrichment for H3K27ac. **(C)** As for **(A)**, but in this case the two ES replicates are given the same value to be averaged together, and the NPC data set is included as a different integer to the ES data sets. **(D)** As for **(B)**, but with the settings conditions of **(C)**, and the redundant gene and H3K27ac tracks omitted. The averaged ES 4C plot is given in black and the NPC 4C plot in red, showing a strong perturbation of the SCR-*Sox2* interaction on differentiation.

#### Plot Settings

4C profiles and the chromatin interactions they uncover differ with bait and experimental condition. In particular, the ease of distinguishing peaks of 4C signal above background depends on the distance of the interaction, since background signal of random chromosome collisions is much higher at shorter ranges (Dekker et al., 2002; Lieberman-Aiden et al., 2009). Other factors, such as whether the interaction is sharp with a single regulatory element, or is broadened across larger regions, such as “super-enhancers”, or the extent to which very short-range contacts dominate the plot and hide longer-range loops (which may be a consequence of the 4C digestion efficiency and/or relative compaction of the assessed locus), mean that features of chromatin topology are often overlooked with one fixed plot setting. The control panel of 4See includes options for the user to alter the region plotted, up to ± 1.5 Mb of the bait position, and to set a maximum plotted value on the y-axis (4C signal), to better visualize certain aspects of the 4C profile (**Figure 4A**). However a major confounding factor in visualizing 4C data is the need to smooth the plots, since “spikes” from spurious PCR duplicates make them appear very noisy at single restriction fragment resolution. Most analytical approaches counter this by taking running means (or medians) of sliding windows, but the results can be heavily influenced by the choice of window size. Reflecting this challenge, some 4C analytical tools adopt a “domainogram” approach, whereby averages are taken over many sliding windows of many different sizes, and the results are pooled together in a heat map (de Wit et al., 2008; van de Werken et al., 2012; see also **Figure 2A**), although the visual interpretation of these results is often challenging. To aid user choice in setting appropriate parameters for their particular 4C profile, 4See allows the window size (in numbers of restriction fragments) to be altered, and the appropriate running mean is calculated on the quantile normalized (and averaged, if replicates are pooled) data before plotting. In this manner, different aspects of chromosome topology can be readily explored (**Figures 4B, C**).

**Figure 4:**
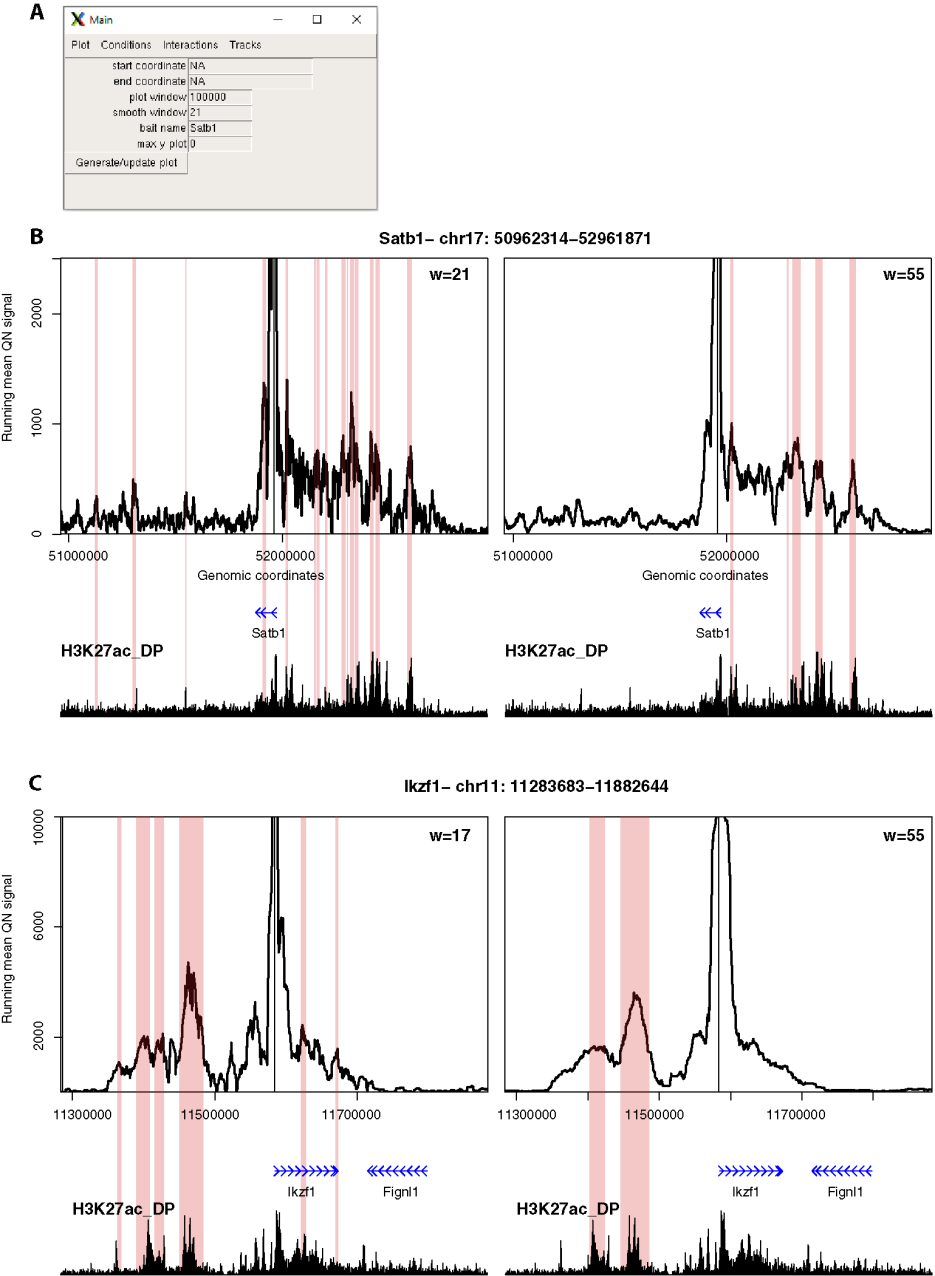
4See provides flexibility in running mean window sizes. **(A)** The main control panel of 4See, including options to set the x-axis (“start coordinate,” “end coordinate,” and “plot window”) and y-axis (“max y plot”) plot limits, to choose a bait name for the plot title (“bait name”), and to set the running mean window size (“smooth window”) in number of restriction fragments. **(B)** 4See plots for a 4C data set in DP thymocytes with the *Satb1* gene promoter as bait. Two instances of the same x- and y-axis limits are shown, with a running mean window of 21 (left) or 55 (right) fragments. The position of the *Satb1* bait is denoted by a black vertical line, and gene position (blue arrows) and the DP H3K27ac ChIP-seq profile (black) is shown underneath the 4C plots. Pink rectangles denote regions called as interacting by peakC for the equivalent window size as the plot. For the long-range interaction, the smaller window size appears to have more spurious called interactions, less evidently linked to H3K27ac peaks; the link is better seen with greater smoothing from a larger window size. **(C)** As for **(B)**, but with the *Ikzf1* gene promoter as bait. In this case, the smaller window size (17 fragments) seems to give better resolution of specific interactions with distinct putative enhancers, which are merged into one at larger window sizes.

#### Annotations

To put the 4C profiles into a wider biological context, 4See supports the inclusion of three different types of annotations: genes, linear epigenomic profiles (termed “tracks”) and called interactions. Gene information is provided as a tab-delimited headed text file with the following fields: Name, Chr (with the prefix “chr”), Start, End, Strand (as “+” or “−”). When selected, the gene track is plotted in blue directly underneath the 4C profile. Only one gene track can be loaded at a time. Management of epigenomic profiles is more flexible. Any format supported by the *import* function of the rtracklayer package can be supported, but for running time efficiency we recommend loading bigWig files. As for the 4C profiles, the color and plotting level for each individual track can be altered by the user in an automatically loaded dialog box. As before, the plotting levels can be 0 (not plotted), or consecutive, positive integers. When tracks have the same level, their plots are auto-scaled to the maximum value of all of the included data sets within the plotted window. This feature allows fairer comparison for the same epigenetic mark across different conditions/tissue types (**Figure 5**). Technically, the numbers of tracks that can be loaded is only limited by system memory, although the plots become difficult to visually interpret after more than four tracks are loaded at a time.

**Figure 5:**
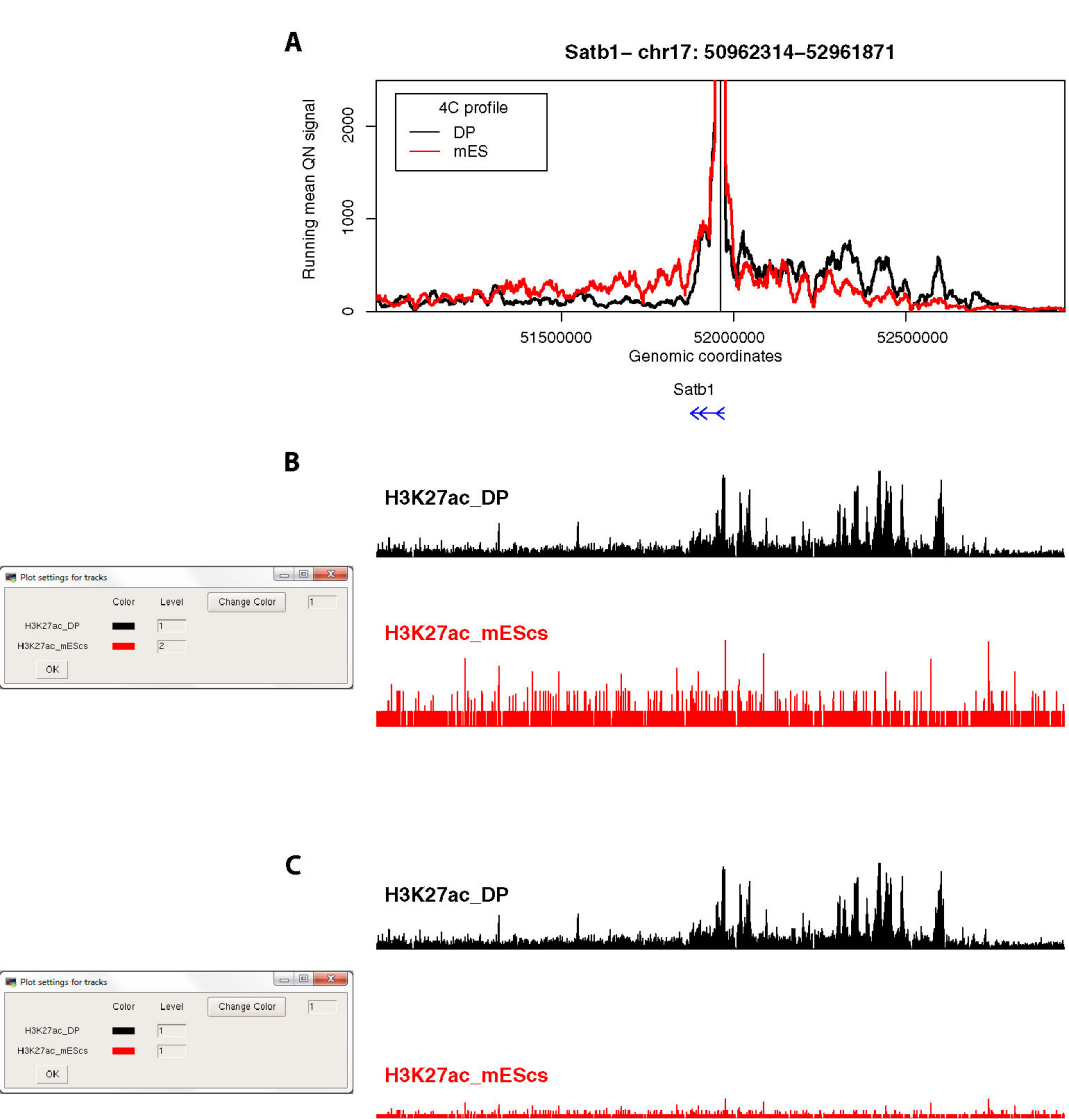
4See provides flexibility in handling epigenomic track scales. **(A)** The same 4C profile as **Figure 4B** (55-fragment window size; black) is plotted alongside the 4C profile for ES cells, where the locus is silent, and thymocyte enhancer interactions are not evident. **(B)** The 4See dialog box for managing epigenomic tracks defines how the different tracks are scaled. In this case, the ChIP-seq tracks for H3K27ac in ES and DP cells are treated independently, so the autoscaling of the ES track creates some spurious peaks from noise above background. **(C)** As for **(B)**, but this time the two H3K27ac tracks have been set the same integer, making the lower ES signal much more visually apparent in the plot.

To better highlight interactions called by existing peak-calling methods, or indeed to test how different methods and/or their parameters perform on specific 4C profiles, interactions (as bed files or similar, with headed “chr”, “start,” and “end” columns) can also be loaded, and these are represented as rectangles flanking the relevant region on the 4C profile (**Figures 4B, C**). A dialog box allows the user to alter the color of the annotation and to check whether or not it is plotted. The latter feature is useful since simultaneous plotting of more than one interactions set, which often overlap, can be difficult to visually interpret. Note that whereas these are labeled “Interactions” by 4See, any region described by a bed file can be highlighted in this manner. The user can thus use this setting to highlight any feature of interest, such as called differential interactions between two 4C data sets, or the presence of specific sequence motifs (e.g. CTCF) that may be expected to be enriched at interactions.

#### Exporting 4See Results

Once the user settings have been finalized, a pull-down menu option allows the plot to be saved in.eps format, where it can be further processed in preparation of a figure for publication or presentation. Alternatively, the data that are actually plotted in the current 4See window (one or more quantile-normalized 4C profiles with a running mean of a specified window size applied) can be exported as bedGraph files, ready for integration into other browsers, such as local instances of UCSC (Kent et al., 2002) or IGV (Robinson et al., 2011).

## Results

We demonstrate the usefulness of 4See on different original and previously published 4C data sets. First, we investigate the interaction between the mouse *Sox2* gene and an established cluster of enhancers (the “SCR”, or *Sox2* control region), which has been shown to be essential for *Sox2* expression in pluripotent cells (Zhou et al., 2014). Using bait primers at the SCR, we generated two biological replicates for ES cells and one after *in vitro* differentiation (“NPC”; **Figure 3**). 

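The SCR data comprised 3 4C libraries made with DpnII and Csp6I from the same bait, 2 from ES cells and 1 from cells after in vitro differentiation. Cells were fixed with 2% formaldehyde for 10 min and nuclei were treated with 0.4% SDS. Differentiation took 6 days, with 5 μM retinoic acid for 4 days, and the Methods give F1 ES cells as its starting line where the sample labels give J1. The bait lies at position 34660500 of chromosome 3 (mm9), in no annotated gene, 79.0 kb past the end of the long noncoding RNA Sox2ot and 109 kb past the end of Sox2. The authors trimmed the bait sequence, mapped the remaining 27 nt with Bowtie (version 1.0.0 in the submitters' processing notes) and counted reads per DpnII fragment of the bait chromosome. PCR duplicates cannot be told from independent ligations in such counts, so intervals on them cover the counting error of reads only, not that of ligations. The files hold 6447786 reads for ES replicate 1, 3915756 for ES replicate 2 and 2889643 for NPC, over 391360 fragments with a median length of 258 bp. Of these reads, 85.9%, 84.3% and 70.8% lay within 1.5 Mb of the bait, where 34.3%, 43.2% and 46.1% of the 7392 fragments had at least 1 read. The deepest library thus had reads on the fewest fragments. Normalized 4C signal below is the read count per fragment after quantile normalization of the 3 libraries, a step the paper describes for 4See. The paper states no range for this step, and 1.5 Mb, its plotting limit, was taken here. For tests, reads were summed in 10 kb bins, bins within 20 kb of the bait were left out, and ES was compared with NPC by edgeR's quasi-likelihood test with TMM scaling. The spread in that test came from the 2 ES libraries, and the lone NPC library was assumed to vary like them.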

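Contacts of the SCR with Sox2, which encodes a transcription factor of pluripotent cells, stood at 4.65 times the NPC level in ES cells. Over 39 fragments between 34540363 and 34559313 of chromosome 3 (mm9), which hold the whole of Sox2 (34548927 to 34551383, plus strand) inside the longer Sox2ot transcription unit (34003360 to 34581541, plus strand), the normalized 4C signal was 9681 ± 135 reads per fragment in ES cells (SD, n = 2) and 2081 in NPC. At the same distance on the other side of the bait it was 784 ± 369 in ES cells and 1605 in NPC, so that the Sox2 window had 12.3 times the level of its mirror position in ES cells (18.7 in replicate 1 and 9.17 in replicate 2) and 1.30 times in NPC. The adjoining 16 fragments toward the bait, still within Sox2ot, had 13074 ± 82.5 in ES cells (n = 2), the highest of the 4 windows there, against 3706 in NPC, where the window nearest to the bait was highest with 4137. Nearer to the bait, where no gene is annotated, the ES level was 2.43 times the NPC level about 60.4 kb away and 1.19 times the NPC level about 35.2 kb away.

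**Figure D1:**
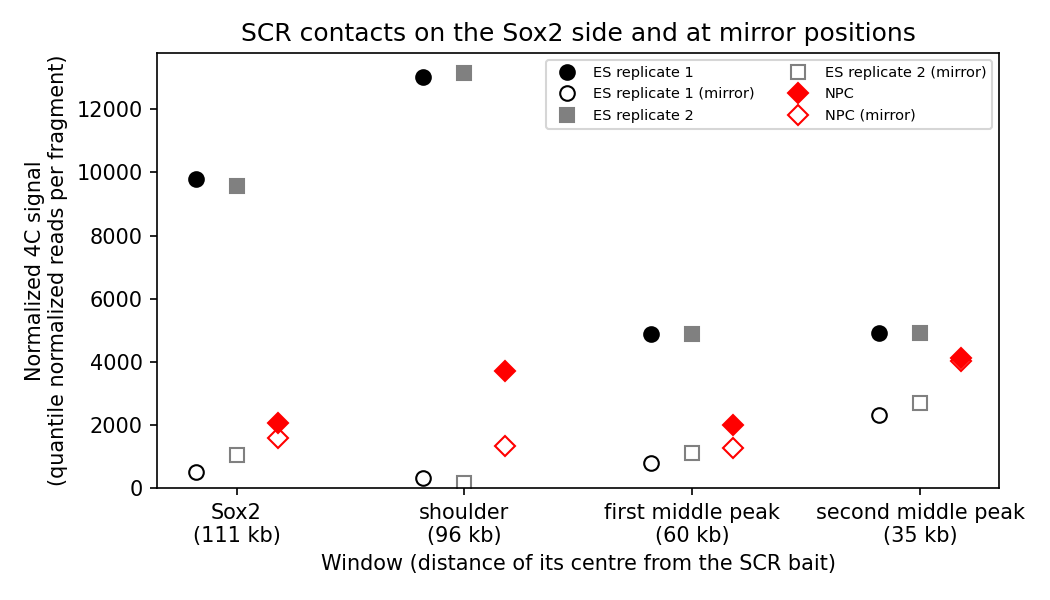
Normalized 4C signal (y-axis, quantile normalized reads per fragment) in 4 windows between Sox2 and the SCR bait (x-axis), with 1 point per library; open symbols are the mirror positions on the other side of the bait. Both ES libraries lie above NPC in every window, with quantile normalized ES means from 4.65 to 1.19 times the NPC level as the bait is approached; the ratios depend on the scaling.

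All 6 bins of 10 kb in these windows were higher in ES cells when adjusted over the list alone, with adjusted p values from 0.0081 to 0.034 from edgeR's quasi-likelihood test. The windows were read from plots of these same libraries and are not independent evidence of direction. The bin starting at 34550001, with the end of Sox2, had a log2 fold change of 3.27 (standard error 0.46), and that starting at 34540001, with its start, 2.90 (standard error 0.51). The size depended on the scaling: with library totals instead of TMM these were 2.55 and 2.17, and the bin starting at 34620001, in the window nearest to the bait, had 1.31 with TMM and 0.58 with library totals. Among all 287 bins, no bin passed an adjusted p of 0.05 in either direction in edgeR, where 30 were higher and 12 lower in ES cells at an unadjusted p under 0.05, while DESeq2 called 30 higher and 12 lower after adjustment. With library totals instead of TMM, edgeR called 3 bins higher, the 2 with Sox2 (adjusted p of 0.013 and 0.023) and the adjoining one toward the bait (adjusted p of 0.020), and the balance at an unadjusted p under 0.05 turned round, to 16 higher and 30 lower. The longest run of DESeq2 calls, singled out after the values were seen, was 11 neighbouring bins from 34530001 to 34640000, all higher in ES cells by 1.13 to 3.22 on the log2 scale. On simulated counts with the spread fitted by abundance, edgeR recovered 24.9% of 16-fold and 3.91% of 4-fold changes, and with 1 common spread it recovered 0% of either. The ES to NPC ratio over the Sox2 window was 9.59 for the median fragment and 1 for the share of fragments with a read, since all 39 were detected in each library.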

As expected, we observed a strong interaction with the *Sox2* gene which is greatly reduced on differentiation. 

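The ES replicates had similar profiles around the bait. Across 348 points within 1.5 Mb of the SCR bait, taken every 21 fragments from the 21-fragment running mean with 20 kb around the bait left out, Pearson's r between the ES replicates was 0.979 and Spearman's rho was 0.832. These values are across fragments, which are not independent replicates. Against NPC, r was 0.642 and rho 0.737 for ES replicate 1, and r was 0.667 and rho 0.789 for ES replicate 2, so that ranks set the replicates apart from NPC less than r did. The top of the running mean near Sox2 lay at 34551030 with 15679 normalized reads per fragment in replicate 1, and at 34551862 with 15215 in replicate 2. In NPC it was 3497, at 34547183. The correlation was lower without the fall of signal with distance from the bait: after division by the mean of each of 10 distance classes, r was 0.337 and rho 0.589 between the ES replicates, and r was 0.071 and 0.230 against NPC. This division also raises the weight of sparse distant classes. At 0.5 to 1.5 Mb only 20.0% and 27.7% of fragments had a read in ES replicates 1 and 2. How much of the drop came from distance and how much from noise in sparse classes was not tested. The paper plots both replicates side by side and describes their profiles as highly consistent.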

After loading the three data sets into the 4See browser, only changing the options within one dialog box is required to switch the view from plotting the two ES biological replicates side by side (omitting the differentiated data set) to confirm that they have consistent profiles, to comparing the averaged ES profile with the differentiated one.

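The thymocyte data were 1 library for each bait, from DP thymocytes of mice aged 4 weeks, fixed with 2% formaldehyde for 10 min. The Methods give 0.7% SDS for DP nuclei and the sample labels 0.4%. The Satb1 bait lies at position 51962000 of chromosome 17 (mm9), within an intron of Satb1 (51875512 to 51972615, minus strand), a gene for a chromatin organizer of T cells, and 1.58 kb from the nearest of its 15 annotated transcription starts. The Ikzf1 bait lies at 11583520 of chromosome 11, 1.49 kb upstream of Ikzf1 (11585006 to 11672929, plus strand), a gene for a transcription factor of lymphocytes, and within the noncoding Gm11999. The deposited counts sum to 1997083 reads over 229546 fragments for Satb1 and 2314166 reads over 295446 fragments for Ikzf1, from 26 and 25 nt of prey sequence. Within 1.5 Mb lay 83.0% of the Satb1 reads and 73.7% of the Ikzf1 reads. There, 39.2% of fragments had a read for Satb1 and 14.7% for Ikzf1, so the Ikzf1 profile rests on fewer fragments with more reads each, a median of 357 against 155 per detected fragment. With 1 library per bait, no value has a replicate error. Running means were taken over the deposited counts, since a library plotted alone is not altered by quantile normalization. Regions were called by an implementation of the peakC outline on the plotted ranges, 1 Mb around Satb1 and 300 kb around Ikzf1 on each side: the running mean had to exceed a background that falls monotonically from the bait by more than the upper quartile plus 1.5 interquartile ranges in difference and plus 1 in ratio, at least 15 kb from the bait.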

Second, we explored different distance ranges of promoter-enhancer interactions at key developmental genes in mouse CD4^+^/CD8^+^ (double-positive, DP) thymocytes, namely the distal (~500 kb) enhancer cluster for *Satb1*, and the shorter-range (~50 kb) enhancer for *Ikzf1* (**Figure 4**). Comparing 4C plots at different running mean window sizes, it is apparent that different insights can be gained, and that no one window size is optimum for all profiles. For *Satb1*, shorter window sizes create what appear to be noisy profiles at the large genomic span assessed, and specific interactions are harder to discern. 

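At 21 fragments the Satb1 profile showed peaks scattered over both sides of the bait. Of 12 called regions, 7 lay on the side of the enhancers, at 59.6 to 741 kb from the bait, and 5 on the other side, of which 3 fell in Tbc1d5, which encodes a Rab GTPase-activating protein, at 660 to 832 kb. The widest region, 22.3 kb from 52585821 to 52608148, was on the enhancer side at 640 kb, while 2 regions were a single fragment. As a measure of unevenness chosen after the files were seen, running means over the odd and over the even fragments, with 11 fragments in each, correlated across 216 points with Pearson's r of 0.693. With 27 fragments in each, which corresponds to a window of 55, r was 0.870 across 88 points. Averaging over more fragments raises such an r by itself. For Ikzf1 it was 0.808 with 9 fragments in each and 0.961 with 27, so the rise does not single out the Satb1 profile.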

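With a window of 55 fragments, tops of the Satb1 profile in DP thymocytes were taken in 4 windows on the higher-coordinate side of the bait. None of these windows holds an annotated gene. A top is the highest running mean in its window, so each window has one whether or not it holds a peak. The tops lay 66.2, 375, 461 and 632 kb from the bait, at 52028201, 52337115, 52423000 and 52593510 of chromosome 17 (mm9). Their running means were 1003, 872, 663 and 670 reads per fragment, which is 1.51, 1.73, 1.53 and 3.01 times the monotonic background at the same place. The farthest thus stood highest over its background although it was not the highest in reads. Tops at 21 fragments were higher at the same windows, 1397, 1284, 812 and 793 reads per fragment. A region called at 21 fragments just outside the window with 812, from 52414623 to 52417958, reached 926 reads per fragment. The H3K27ac track was not analysed here.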

When the running mean window size is increased, the profile becomes smoother, and apparent peaks line up well with putative enhancers, as denoted by the presence of H3K27ac. Conversely, at the shorter distances assessed at the *Ikzf1* locus, a smaller window size allows interactions with specific enhancers to be resolved, whereas they merge into one large peak at larger window sizes. 

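Of the 5 windows read from the Ikzf1 plots, 4 lie upstream of the promoter and 1 in the gene. At 17 fragments the highest running mean among them was 4709 reads per fragment at 11462765 of chromosome 11 (mm9), 121 kb upstream and in the region of the noncoding Gm11998. It was followed by 3267 at 11556334, 27.2 kb upstream and within Gm11999, and by 2435 at 11622700, 39.2 kb downstream within Ikzf1. A pair of neighbouring peaks farther upstream, within 4930415F15Rik, reached 2029 at 11400929 and 2124 at 11427249. Between this pair the running mean fell to 931, or 0.459 of the lower peak. At 31 fragments the valley stood at 0.632 of the lower peak, and at 55 fragments at 0.899, with peaks of 1660 and 1663 and a valley of 1492 reads per fragment. The pair was therefore separated by a drop to 0.459 of its height at the smaller window and by almost none at the larger one. No replicate of this library gives an error for these ratios.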

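Regions were called on both sides of the Satb1 bait and both upstream and within the gene for Ikzf1. For Satb1 in DP thymocytes, 2 of the 4 enhancer windows held a region at 55 fragments, from 52323772 to 52337115 and from 52580861 to 52606516 of chromosome 17 (mm9). At 21 fragments the same windows and the one nearest the bait held a region. The other regions at 55 fragments were 1 in Tbc1d5 and 2 in Satb1 itself. Neither of the 2 in Satb1 was called with higher thresholds or with a background fitted on running means. Both were called with 700 kb fitted, with capped counts and with fragments with a read alone. The region in Tbc1d5 was called with capped counts and with a background fitted on running means, but not under the other caller settings. With higher thresholds the only Satb1 region left at 55 fragments ran from 52586085 to 52604224, in the farthest enhancer window. For Ikzf1, the contact 121 kb upstream was called at both window sizes, from 11456993 to 11480512 at 17 fragments and from 11453023 to 11481206 at 55 fragments of chromosome 11. At 55 fragments a second region lay within Ikzf1, 16.1 kb from the bait. Its top was at its edge toward the bait, near the limit of 15 kb for calling. It was not called with a background fitted on running means, but was under the other caller settings tried. The main settings gave 12 and 5 regions for Satb1 at 21 and 55 fragments, and 1 and 2 for Ikzf1 at 17 and 55 fragments.

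**Figure D2:**
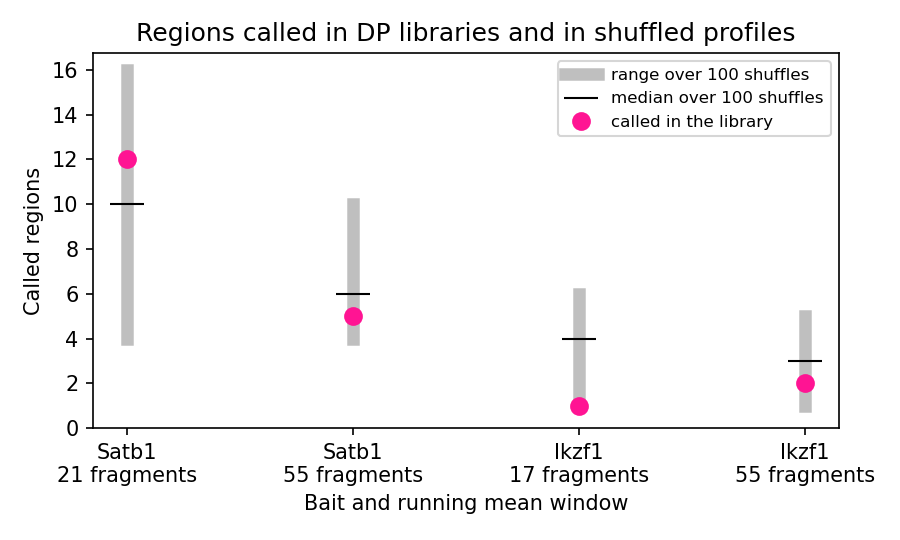
Number of called regions (y-axis) per bait and running mean window (x-axis) in the DP libraries, beside the median and range over 100 shuffles of fragments within blocks of 100 neighbours. Each observed number lies within the range of its shuffles, for example 12 regions for Satb1 at 21 fragments against 4 to 16.

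The number of regions did not exceed that found after shuffling within blocks, which keeps the level of each block. When fragments were shuffled within blocks of 100 neighbours, 23 of 100 shuffles gave at least 12 regions for Satb1 at 21 fragments. At 55 fragments 94 of 100 gave at least 5. For Ikzf1 100 and 97 of 100 gave at least the number called. The called regions span 1 to 70 fragments and are shorter than a block, so shuffling can keep the raised level around a peak. For both baits, the outcome therefore cannot decide whether a called place holds a contact. For Ikzf1 at 17 fragments it decides least, since only 1 region was called. Stricter thresholds left 2 and 1 regions for Satb1, and fitting 700 kb on each side gave 12 and 4 for Ikzf1. From plots at different window sizes, with peakC calls as support, the paper reasons that no single window suits all profiles.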

In support of this observation, we called interactions using the peakC algorithm (Geeven et al., 2018) at different window sizes, and found a good visual corroboration between discernible peaks and called interactions. 4See allows rapid re-plotting of 4C profiles with different window sizes, and also has the functionalities for adding the epigenomic profile and highlighting called interactions directly on the plot.

Third, we compared the same *Satb1* promoter-enhancer interaction between DP thymocytes, where the gene is highly expressed, and ES cells, where the gene is silent (**Figure 5**). 

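The comparison rests on 1 library from each cell type with the same Satb1 bait. The ES library came from J1 cells fixed with 2% formaldehyde for 10 min and treated with 0.4% SDS. It holds 1847598 reads, of which 66.8% lay within 1.5 Mb of the bait, a smaller share than in DP thymocytes. Fragments with at least 1 read made up 50.4% of the 7547 fragments there, a larger share than in DP, so the ES contacts were spread over more fragments. Both libraries were quantile normalized together within 1.5 Mb. A ratio between them compares these libraries, and its error between replicates is unknown.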

As expected, the gene does not make any specific contacts with the thymocyte enhancer in ES cells. This locus is largely devoid of H3K27ac in ES cells, but a common problem with some browsers is that an automatic scaling creates some apparent peaks from noise on a small range of the y-axis (**Figure 5B**). 

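In the 4 enhancer windows the DP level was above the ES level, and more so with distance from the promoter. The normalized 4C signal 57.7 kb from the bait was 704 reads per fragment in DP and 399 in ES, a ratio of 1.77. At 368 kb it was 641 against 296 (ratio 2.17), at 473 kb 486 against 143 (ratio 3.40) and at 633 kb 492 against 127 (ratio 3.86). These windows lie between 52009656 and 52610691 of chromosome 17 (mm9). From the nearest window to the farthest, the level was 1.03, 4.93, 5.23 and 3.51 times that of the mirror position on the other side of the bait in DP, and 0.500, 1.04, 0.604 and 0.447 times in ES. The nearest window was thus not raised over its mirror in DP. That mirror lies within Satb1 and overlaps a region called in DP at 55 fragments, from 51884074 to 51902054. It is not a neutral control, so the ratio of 1.03 does not show that the nearest window lacks enrichment. The mirror of the farthest window lies in Tbc1d5 and overlaps the edge of the region called there, from 51302340 to 51315344.

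**Figure D3:**
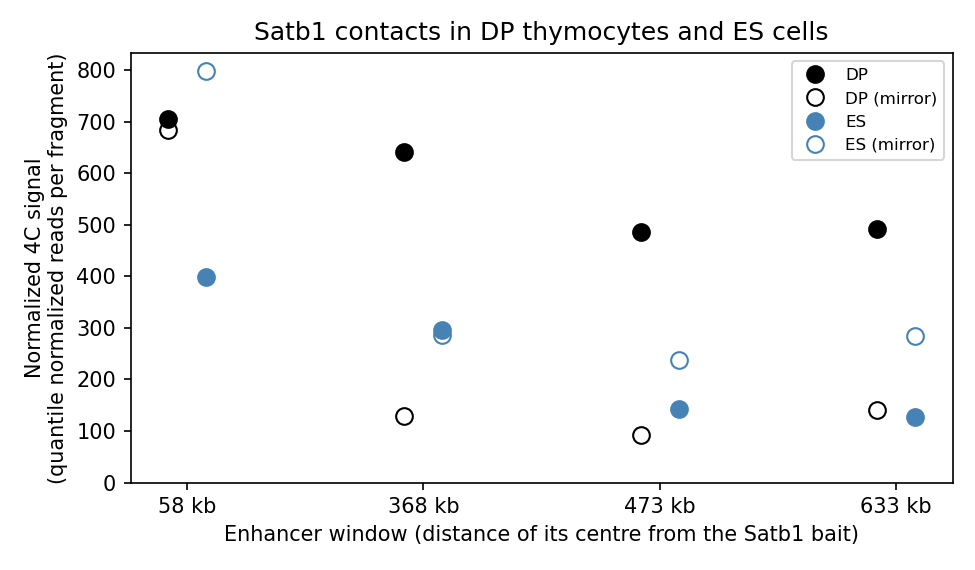
Normalized 4C signal (y-axis, quantile normalized reads per fragment) in 4 enhancer windows by distance from the Satb1 bait (x-axis), with 1 library per cell type; open circles are mirror positions. DP lies above ES in each window, from 704 against 399 in the nearest to 492 against 127 in the farthest.

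Over all 4 windows the DP to ES ratio was 2.46, higher than in 94.0% of 217 joint placements of the windows along the region, whose median was 1.00. The windows were read by eye from the paper's plot of the DP library and are not independent evidence of direction. The ES library still had reads there, 61999 in all against 193240 in DP, on 64.6% to 84.7% of the fragments of each window. The ES library was also searched for regions, a step added after the files were seen, and none of 5 at 21 fragments and 3 at 55 fell in a window. Over the background of its own library, however, the ES running mean at 55 fragments reached 1.21, 1.38, 1.66 and 1.75 in the 4 windows, lower than in DP in each but that at 473 kb. At 21 fragments it reached 1.32, 1.56, 1.80 and 2.91, against 2.10, 2.54, 1.87 and 3.56 in DP. The side with the enhancers held 72.3% of the DP reads between 50 kb and 1 Mb from the bait (95% Wilson interval 72.2 to 72.4) and 42.3% of the ES reads (42.2 to 42.4), while 51.5% of the fragments lie there. These intervals treat each read as independent, although PCR copies cannot be told apart, so they are too narrow. Counting each detected fragment once, the shares were 55.2% in DP and 43.4% in ES. The ratio over the 4 windows was 7.09 for the median fragment and 1.22 for the share of fragments with a read. From the profiles of both cell types, the paper states that the silent gene has no specific contacts with the thymocyte enhancers in ES cells.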

4See counters this by providing flexibility with how the epigenomic tracks are handled. By coercing the two tracks to the same scale, the difference between the two tissues is much more evident (**Figure 5C**).

Finally, we used 4See to re-analyze published 4C data, namely comparing profiles from the *Hoxa5* gene between wild-type ES cells and those where one or more key CTCF insulator sites have been deleted (Narendra et al., 2015). In this study, the authors reported that CTCF site loss caused topological defects during differentiation to neurons, with inappropriate spreading of H3K27me3. However, their analyses concluded that the topology of the *Hoxa* locus was largely unchanged in pluripotent cells (**Figure 6A**). Plotting the same data with 4See, it appears that ectopic looping interactions are formed between *Hoxa5* and more caudal regions of the locus (**Figure 6B**). Different loop calling algorithms with different parameter choices were inconsistent in calling these apparent interactions as “significant”, and only one biological replicate was available, so the importance of this observation is yet to be confirmed. In any case, the CTCF site deletion did not alter H3K27me3 patterning or *Hoxa* gene expression within undifferentiated ES cells (Narendra et al., 2015), so any potential topological changes do not appear to be borne out in other phenotypes. However, we wish to use this example to highlight how the use of a flexible browser like 4See facilitates exploration of the data, potentially identifying new features that “one size fits all” algorithms may overlook.

**Figure 6:**
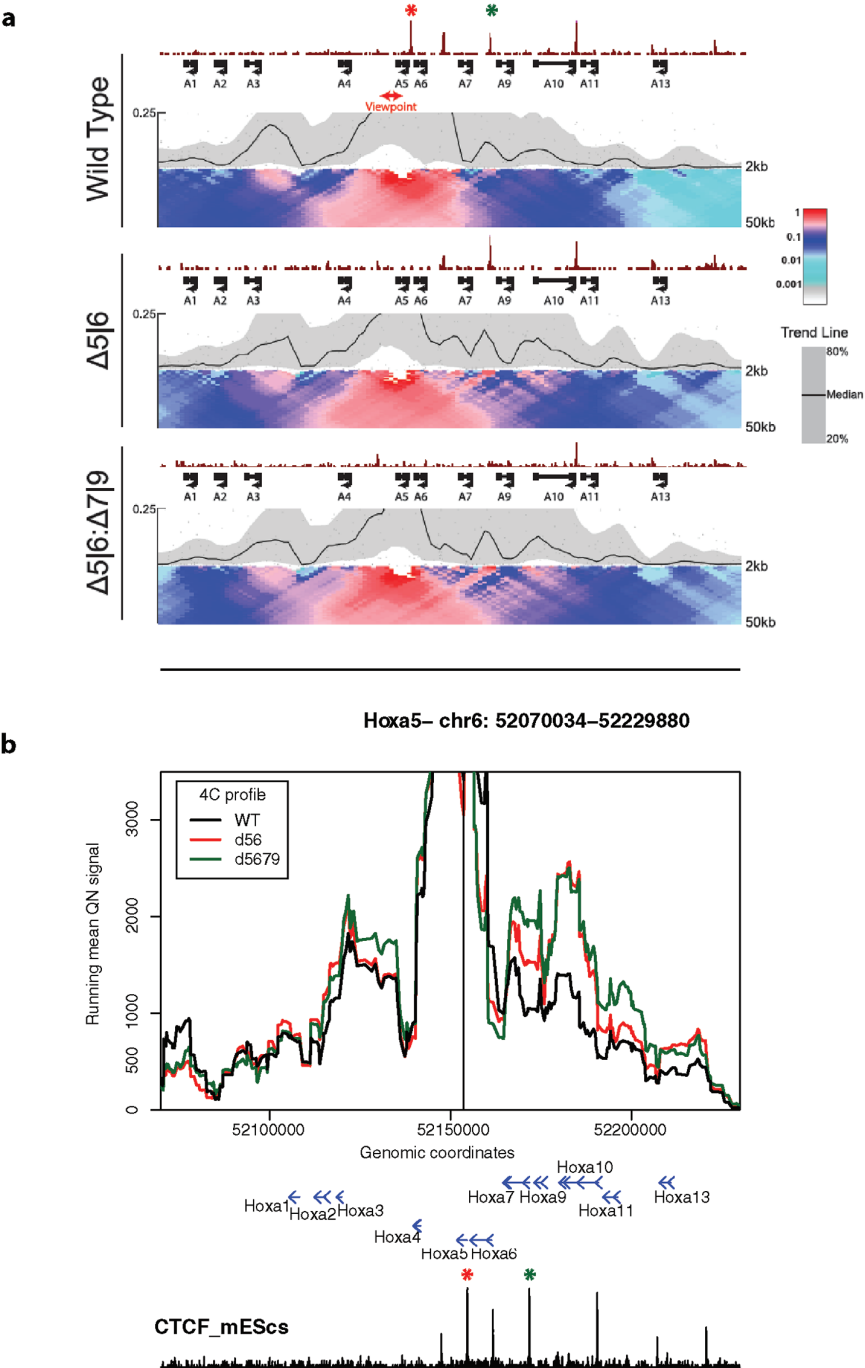
4See exploration can uncover previously overlooked features of chromatin topology. **(A)** Reproduced Supplemental Fig 7A from Narendra et al. (2015), used with permission. 4C profiles from the *Hoxa5* bait are shown as domainogram heat maps for wild-type ES cells (top), as well as lines that have had deletions of one CTCF site (middle; site of deletion denoted by red asterisk) or two (bottom; additional deletion site denoted by green asterisk). The CTCF ChIP-seq profile is shown above the 4C sets. No chromatin topology differences are apparent between these cell lines, and the original study concluded that spatial phenotypes only occurred on cell differentiation (Narendra et al., 2015). **(B)** The same data, processed and plotted using 4See. The position of the *Hoxa5* bait is denoted by a black vertical line, and gene position (blue arrows) and the ES CTCF ChIP-seq profile (black) is shown underneath the 4C plots. Red and green asterisks denote the positions of the single and double CTCF site deletions, as for **(A)**. In this plot, CTCF-dependent restriction of interactions between *Hoxa5* and more caudal regions (e.g. the gene body of *Hoxa10*) seems apparent.

## Discussion

Using novel and previously published data sets for demonstration, we have shown the flexibility and utility of 4See in exploring 4C data. With limited processing of sequencing results, and one line of code in the R prompt, a user-friendly windows-based interface is available for a broader community to explore chromatin interaction profiles. As a consequence, we envisage that 4See will be of great use to the chromatin field. The input cis files are not very large (~ 4 MB for mouse or human), so the browser can be run on most desktop computers and laptops. The major systems limitation comes from the importing of epigenomic tracks (which can be >500 MB) with the rtracklayer package, which is the slowest step and may overload some standalone computers if too many tracks are imported at once. If the user is interested in only a specific set of baits, the system load can be reduced by restricting imports to chromosome-specific tracks. Due to the reliance of 4See plotting on quantile normalization, which is confounded by an excessive number of zeros or very small values, 4See is not an appropriate tool for visualizing very long-range (>1.5 Mb) or interchromosomal interactions; although their built-in graphical capabilities are more limited, the tools linked to algorithms such as fourSig should be used instead (Williams et al., 2014; Walter et al., 2019). It should also be noted that 4See does not replace the existing suite of interaction calling algorithms (Walter et al., 2019). Indeed, due to its capacity to incorporate these algorithms’ results into the plots, 4See should be viewed as a complementary tool for comprehensive 4C analysis, whereby the results of the algorithms can be readily visualized and compared to epigenomic tracks for validation and obtaining biological insight. 

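Zeros made up most of each file at long range. In the 6 libraries, fragments with at least 1 read fell from 77.8% to 91.9% of those within 0.1 Mb of the bait to 2.04% to 37.4% at 0.5 to 1.5 Mb, and to 0.70% to 1.82% at 20 to 40 Mb. Over the whole chromosome beyond 1.5 Mb, 0.750%, 1.17% and 1.54% of fragments had a read for the SCR in ES replicate 1, ES replicate 2 and NPC. For Satb1 this was 2.76% in ES cells and 1.15% in DP thymocytes, and for Ikzf1 in DP thymocytes 1.49%. Out to 1.5 Mb, Ikzf1 had the steepest fall, with 2.04% of fragments detected at 0.5 to 1.5 Mb. Its detected share was higher again at 5 to 10 Mb, at 2.97%. At 20 to 40 Mb it was 1.70%, against 0.70% for the SCR in ES replicate 1. With quantile normalization over the whole chromosome, the ES to NPC ratio of the Sox2 window was 5.22.

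**Figure D4:**
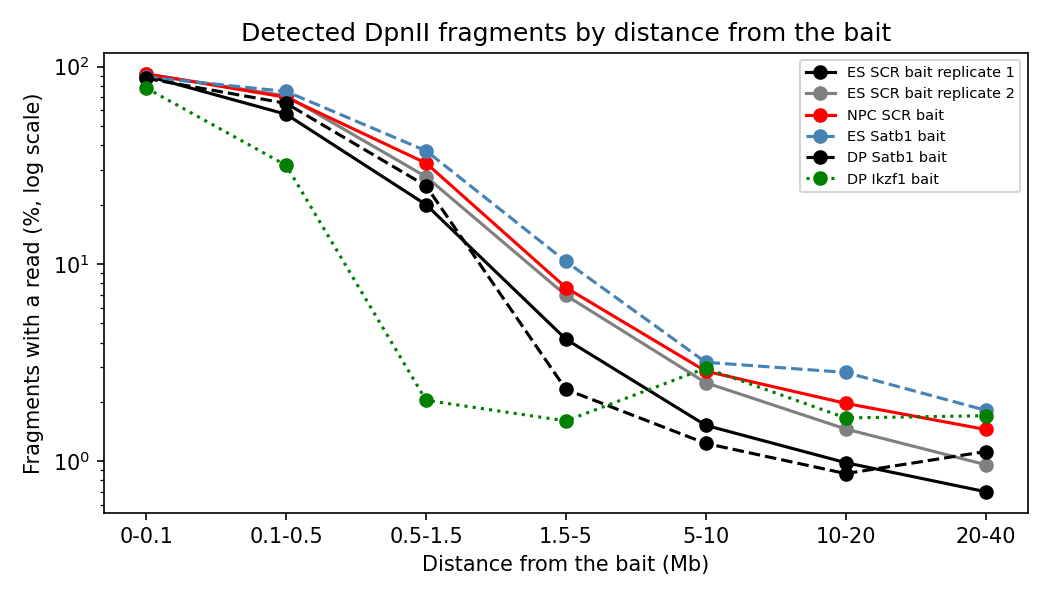
Share of DpnII fragments with at least 1 read (y-axis, percent, log scale) by distance from the bait (x-axis, Mb), with 1 line per library. Each line falls below 11% beyond 1.5 Mb, and that of Ikzf1 is already at 2.04% between 0.5 and 1.5 Mb.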

Overall, 4See, in conjunction with other analytical tools, promises to facilitate chromatin interaction exploration, and will thus be of use to the epigenetics community.

## Data Availability Statement

Raw 4C data and the processed cis files first described here are available on GEO (GSE137417); previously published 4C results (Narendra et al., 2015) are available as data set GSE60240. ChIP-seq tracks were obtained from GEO for mouse ES (Shen et al., 2012) (CTCF and H3K27ac; GSE29218) and DP cells (Vanhille et al., 2015) (H3K27ac; GSE63732).

## Author Contributions

YBZ and TS designed and wrote the 4See code and accompanying scripts. AP and AM performed 4C experiments and preprocessing. TS wrote the manuscript, with continuous feedback from all authors.

## Funding

This study was supported by funds from the European Research Council (ERC) under the European Union’s Horizon 2020 research and innovation program (Starting Grant 678624-CHROMTOPOLOGY), the ATIP-Avenir program, and the grant ANR-10-LABX-0030-INRT, a French State fund managed by the Agence Nationale de la Recherche under the frame program Investissements d’Avenir ANR-10-IDEX-0002-02. YBZ is supported by funds from LabEX INRT, la Region Grand Est and the ERC. AP is supported by funds from LabEX INRT, the ERC, and the Ligue Nationale Contre le Cancer. AM is supported by funds from IDEX (University of Strasbourg) and the Institut National du Cancer. TS is supported by INSERM.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: 4See: A Flexible Browser to Explore 4C Data
**Source:** Front Genet. 2020 Jan 21;10:1372. doi: 10.3389/fgene.2019.01372
**Supplement:** Supplementary file 1

## *Supplementary Data*

### **4See: a flexible browser to explore 4C data – User Guide**

#### *System requirements and test data*

4See is run on R, version  $\geq 3.2$ . These packages (and their dependencies) are additionally required, and can be found in Bioconductor or CRAN:

- tcltk2
- tkrplot
- limma
- caTools
- rtracklayer

If 4See is to be run on a remote server, X11 forwarding to the screen is also required for display of the graphical windows and plots.

For use of the *utils* scripts (see below), perl is required. The following files have been included in the folder *testdata* for the user to trial the browser and accompanying scripts. Note that due to space limitations on github, any gzipped files will need to be unzipped before use.

- ES\_SCR\_rep1.cis, ES\_SCR\_rep2.cis and NPC\_SCR.cis, three 4C datasets in the cis format (see below), which can be loaded directly into 4See. These have the *Sox2* SCR as bait, and represent two biological replicates from ES cells and one replicate from ES cells after *in vitro* differentiation to neural precursors.
- mm9\_genes\_chr3.txt, a truncated file containing the gene annotations for mouse chromosome 3 (see below).
- ES\_SCR\_interactions.bed, a bed file containing called interacting regions for the SCR in ES cells, as determined by peakC (Geeven et al., 2018).
- H3K27ac\_ES\_chr3.bw, a truncated bigWig file giving the H3K27ac ChIP-seq profile for chromosome 3 of mouse ES cells.

And for testing the *utils* scripts:

- mm9\_DpnII\_chr3.fragments, a file containing the DpnII restriction fragment map for mouse, genome assembly mm9, restricted to chr3 for space reasons (see below).
- ES\_SCR\_rep2.map.gz, the output of sequence alignment of one of the 4C datasets (gzipped).
- A folder, *fasta*, containing the sequence of mouse chromosome 19, in fasta format (gzipped).

#### *Input format*

4See recognizes 4C data in a simplified, cis format. This entails a three item header, comprising the dataset name, then the chromosome and coordinate of the bait position. This is followed by a two-column table, where the first column is the coordinate of the midpoint of the restriction fragment and the second column is the number of 4C sequence reads mapping to that fragment. This is done for all restriction fragments on the same chromosome as the bait. For example, the beginning of ES\_SCR\_rep1.cis looks like:

```
SCR_ES_rep1      chr3  34660500
3001946         0
3002468         0
3002657         0
3003084         0
3003699         0
3004074         0
3004831         0
```

The script from *utils*, coord2frag.pl, can generate cis files from any text file containing the results of sequence alignment of a 4C dataset, provided it is non-headed, tab-delimited and contains columns with the following information: chromosome, coordinate, strand.

**Usage** perl coord2frag.pl [FRAGMAP] [READS\_FILE] [CHR\_COLUMN] [COORD\_COLUMN] [STRAND\_COLUMN] [CIS\_OUTPUT\_FILE] [BAIT\_CHROMOSOME] [BAIT\_COORDINATE] [DATASET\_NAME] [READ\_LENGTH].

The script reads in the READS\_FILE file, extracting the chromosome, coordinate and strand information from the mapped reads, as defined by their column numbers (specified in CHR\_COLUMN, COORDINATE\_COLUMN and STRAND\_COLUMN), then converts the coordinate to a particular restriction fragment, provided in the lookup table within FRAGMAP (see below). 

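The deposited files lack 1 fragment at each bait, which holds the bait coordinate for the SCR and Satb1. Each lists the reference's DpnII fragments of its chromosome (mm9) apart from the first of the chromosome and 1 fragment at the bait, and lists none that the reference lacks. For the SCR the absent fragment runs from 34660499 to 34660554 of chromosome 3 with its flanking GATC sites, and reads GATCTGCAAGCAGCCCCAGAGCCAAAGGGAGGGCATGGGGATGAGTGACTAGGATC. It is absent for all 3 SCR libraries. For Ikzf1 the absent fragment runs from 11583949 to 11583973 of chromosome 11 and reads GATCCTTTTTAACTCTCAAAAGATC, and for Satb1 it is a fragment of 1721 bp starting at 51961875 of chromosome 17. In ES replicate 1, the guide's 8971080 reads less the share it lists as ignored leave exactly the total of the deposited file. For Ikzf1 the fragment at 11583550, beside the bait, still held 124337 reads, 5.37% of those in the file, while the highest fragment of each other library held 0.947% to 1.74%. The number of reads before filtering was not used here, so its share of them was not computed.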

Rare reads that do not map to a particular restriction fragment are filtered out, as are restriction fragments that contain more than 2% of the total reads (most likely a result of undigested 4C material, and/or extreme PCR duplicate artefacts). The reads mapping to each fragment on the bait chromosome are then output to the cis file.

Example (assuming all the files and the perl script are in the same directory, which is the current directory):

```
> perl coord2frag.pl mm9_DpnII.frag ES_SCR_rep1.map 1 2 3 test.cis
chr3 34660500 ES_SCR_rep1 27
```

Output to the screen:

```
Reading frags file mm9_DpnII_chr3.frag...
391361 frags read in
Reading in ES_SCR_rep1.map...
1000000
2000000
3000000
4000000
5000000
```

```

6000000
7000000
8000000
Writing test.cis...
Ignored frag: chr3: 34660524 - 28.126981366792 %
0 discarded reads out of 8971080

```

And the file test.cis is created in the appropriate cis format. The FRAGMAP file comprises a headed tab-delimited table of the restriction fragments from a particular combination of genome and restriction enzyme. The column headers are: FRAG\_ID (a unique integer ID for each fragment), CHROM, COORD, FRAG\_LEN (the restriction fragment length). For example, the start of mm9\_DpnII\_chr3.frag looks like:

| FRAG_ID | CHROM | COORD   | FRAG_LEN |
|---------|-------|---------|----------|
| 3484194 | chr3  | 3001455 | 982      |
| 3484195 | chr3  | 3002437 | 63       |
| 3484196 | chr3  | 3002500 | 314      |
| 3484197 | chr3  | 3002814 | 541      |
| 3484198 | chr3  | 3003355 | 689      |
| 3484199 | chr3  | 3004044 | 61       |
| 3484200 | chr3  | 3004105 | 1453     |
| 3484201 | chr3  | 3005558 | 42       |
| 3484202 | chr3  | 3005600 | 2737     |
| 3484203 | chr3  | 3008337 | 83       |

New ones can be generated by the script from *utils*, makefrags.pl, provided the genome sequence is available in a dedicated directory containing one fasta file per chromosome.

**Usage** perl makefrags.pl [RESTRICTION\_SITE] [FOLDER CONTAINING CHROMOSOME FASTA FILES] 30 [FRAGMAP\_FILE]

The sequence for the smallest mouse chromosome, chr19, is found within the *fasta* folder to test the script:

```
> perl makefrags.pl GATC fasta 30 test_DpnII.frag
```

Output to the screen:

```

Extracting GATC
will read fasta/chr19.fa
done reading fasta/chr19.fa, got 61342436 bps
counted 143272 at chrom19

```

And the start of the file test\_DpnII.frag looks like:

| FRAG_ID | CHROM | COORD   | FRAG_LEN |
|---------|-------|---------|----------|
| 1       | chr19 | 3000604 | 39       |
| 2       | chr19 | 3000643 | 908      |
| 3       | chr19 | 3001551 | 770      |

|   |       |         |     |
|---|-------|---------|-----|
| 4 | chr19 | 3002321 | 370 |
| 5 | chr19 | 3002691 | 172 |
| 6 | chr19 | 3002863 | 384 |

### *Initializing the 4See browser*

Load an R environment and navigate to the directory containing the 4See.r file, then load it:

```
> source("4See.r")
```

Two windows will then open, one where the profile will be output:

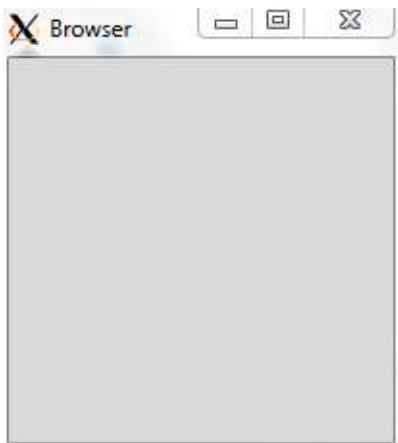

And a control panel, with various pull-down menus (explained below):

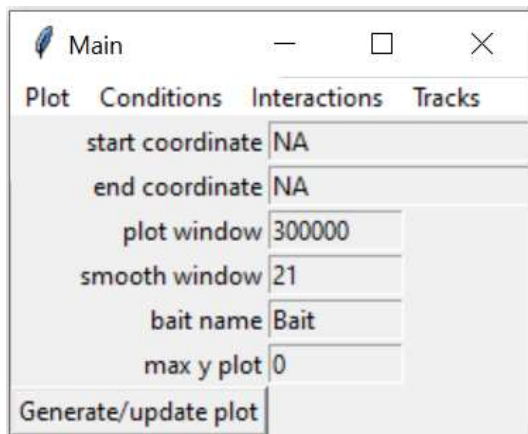

The four pull-down menus have the following options:

#### *1. Plot*

This menu has four commands:

- i. Load 4C dataset(s). Clicking this opens a dialog box to browse and select one or more 4C dataset files to load.

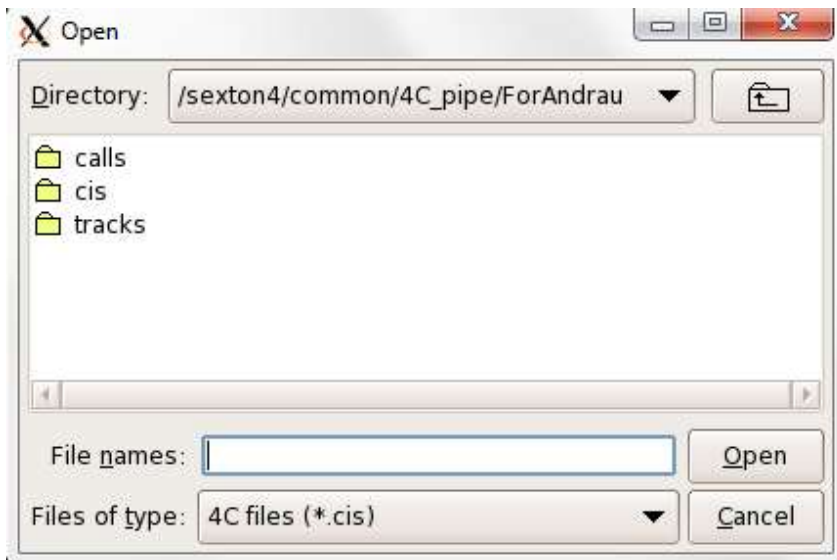

The *testdata* folder has three *cis* files that can be chosen. One or more *cis* files can be selected and input, although the bait chromosome and coordinate in the files' headers must be the same, otherwise an error message is given. Once loaded, a new dialog box opens for the user to select the *Conditions* settings to use (see also Conditions drop-down menu options, below):

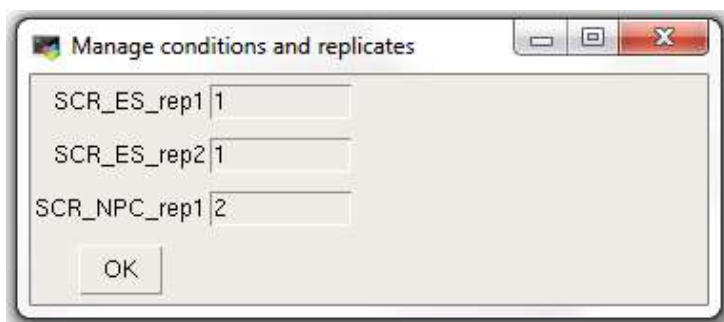

The user then determines how the different 4C datasets will be treated together by assigning each one either a 0 (omitted from analysis and plot) or a positive integer. Datasets given the same integer are pooled and averaged to one plot (see also **Fig 3**). In the above example, the NPC dataset is compared side-by-side with the average of the two ES datasets.

- ii. Save Image. When a profile screenshot is ready, clicking this option opens up a dialog box for the profile to be saved as an electronic postscript (.eps) file.
- iii. Save Bedgraph(s). When a profile screenshot is ready, clicking this option outputs the actual plotted values as bedgraph files to the current directory. One bedgraph file is made for each plot, with the name determined by the user-set name for each plot (see Conditions drop-down menu).
- iv. Quit. Closes the graphical windows.

## 2. Conditions

This menu has two commands:

- i. Set Conditions. Opens the same dialog box as when the datasets were first loaded. This allows plotting conditions to be changed (e.g. whether plotting two replicates side-by-side, or just plotting the average of them) without re-loading the source data.
- ii. Plot Conditions. Opens a dialog box allowing the legend name and/or plot color to be changed:

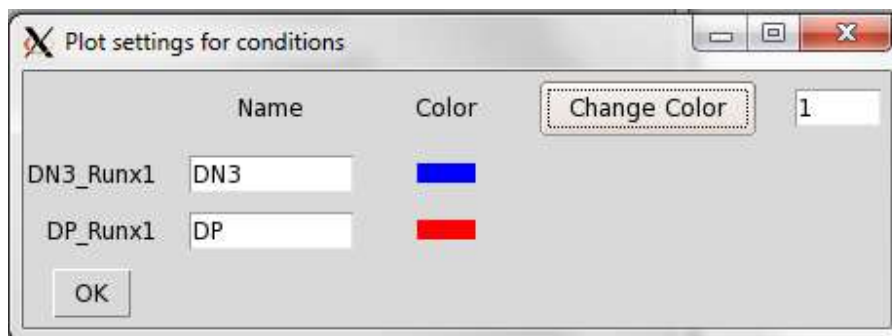

The legend name can be altered directly in the text box. If bedgraphs are saved (see above), the files will have these given names with the suffix .bedgraph. To change plot colors, select the number of the row to alter in the box adjacent to the “Change Color” button, then press the button. This will open a dialog box providing many different ways to choose the plot color, including palettes and swatches (the exact nature of the dialog box varies depending on the operating system used).

### 3. Interactions

For dealing with highlighting particular regions on the 4C plots. Note that while this feature is designed for highlighting called 4C interactions, any feature that can be defined by chromosome and coordinates can be used. This menu has two commands:

- i. Load Interactions. Opens a dialog box for the user to select one or more bed files of interactions to load for highlighting on the plot (see **Fig 4**). These must be headed files containing the columns “chr”, “start” and “end”. The *testdata* folder has one interaction file that can be used in tests.
- ii. Manage Interaction Plots. Similarly to Conditions, this opens a dialog box for the user to change either the legend name or color of the highlight, or to check whether or not the interaction set is annotated on the plot.

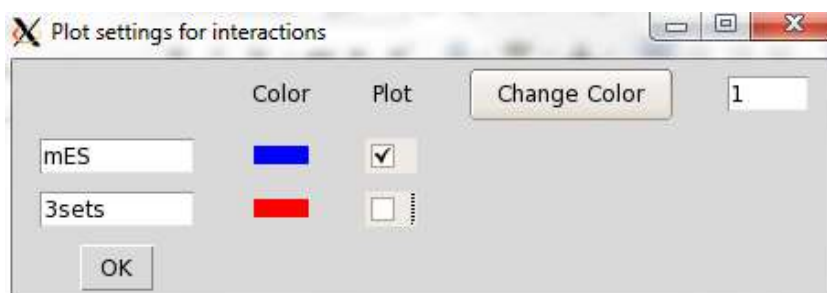

#### 4. Tracks

This menu has three commands:

- i. Load Genes. Opens a dialog box to load a gene annotation file. In the *testdata* folder, one can load *mm9\_genes\_chr3.txt*. The required format is a headed, tab-delimited text file, with the following columns: Name, Chr, Start, End, Strand. The Chr is given in the format chr1, chr2, ..., chrX, and the strand must be “+” or “-“. Only one genes file can be loaded. These are then plotted as blue arrows underneath the 4C plot.
- ii. Load Tracks. Opens a dialog box to load one or more epigenomic tracks. In the *testdata* folder, there is a truncated ES H3K27ac ChIP-seq track that can be loaded. Any format that can be recognized by the R *rtracklayer import* function should work, but bigWig format is recommended. Once the data are loaded, a dialog box is opened, which is identical to the one loaded by the following command.
- iii. Manage Tracks.

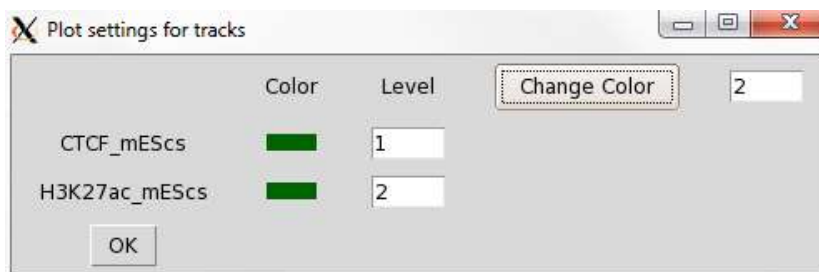

The color and plotting level for each individual track can be altered by the user. As before, the plotting levels can be 0 (not plotted), or consecutive, positive integers. When tracks have the same level, their plots are auto-scaled to the maximum value of all of the included datasets. This feature allows fairer comparison for the same epigenetic mark across different conditions/tissue types (see **Fig 5**).

#### Control Panel

Once all the data are loaded and conditions have been set, the control panel has options to choose:

- start and end coordinate. Defines the exact chromosomal coordinates within which the profile is plotted.
- plot window. As an alternative, the user can specify that the plot be a specific distance up- and downstream of the bait coordinate. If start and end coordinates have been set (i.e. are not “NA”), they override the plot window setting.
- smooth window. The number of restriction fragments to use when computing the running mean scores (which are what are actually plotted). Larger values give smoother-looking plots, but can cause some apparent interactions to be omitted (see **Fig 4**).
- bait name. This just alters the text that appears at the header of the plot.
- max y plot. The maximum y-value (running mean read count) to be plotted. When set to 0, this defaults to the maximum value within the plot. Since many 4C plots have extremely high read counts at regions very close to the bait, it is sometimes desirable to truncate the plot to make the distal interactions more evident.

Once everything has been loaded, click “Generate/update plot” to generate the plot. If multiple plot levels are included, they are quantile normalized for fairer comparison across datasets. To find the best plot for each dataset (or multi-dataset combination), the user will likely need to explore different smooth window and y max conditions, and possibly the plot coordinates.

How the deposited data were processed for this re-analysis (not part of the article)

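4C contacts were measured in 6 libraries from 3 baits: the SCR of Sox2 in ES cells (2 libraries) and NPC (1), Satb1 in ES cells and DP thymocytes (1 each), and Ikzf1 in DP thymocytes (1). The values are read counts per DpnII fragment of the bait chromosome, as deposited. To make these counts the authors trimmed the bait sequence allowing 2 mismatches and mapped reads to mm9 with Bowtie (version 1.0.0 in the submitters' processing notes, which also name bcl2fastq). Reads were then assigned to fragments, and the user guide leaves out fragments with more than 2% of all reads. Whether this filter was applied to the Ikzf1 library is unclear, since a fragment beside its bait holds 5.37% of the reads in the file. The counts are neither normalized nor corrected for PCR duplicates.

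Coordinates were checked against the mm9 sequence: every listed midpoint matched a DpnII fragment. Genes are those of GENCODE vM1, which holds no gene named Gm3143. Totals ranged from 1847598 to 6447786 reads. From the counts, profiles were computed as the Methods describe for 4See. Libraries of 1 bait were quantile normalized (checked against limma version 3.58.1), and running means were taken over a set number of fragments. The Methods state no range for the normalization, so the range of 1.5 Mb around the bait was chosen here. Reads in 10 kb bins were compared between ES and NPC with edgeR (version 4.0.16 in R version 4.3.3; TMM, quasi-likelihood test, Benjamini-Hochberg threshold 0.05), with DESeq2 (version 1.42.0) as an alternative. Tested on simulated data over 287 bins, this script was first run with the common dispersion of the libraries and recovered almost no changed bin; the repeat of that run kept here recovered 0% of 4-fold and 0% of 16-fold changes. Simulations with the dispersion fitted by abundance (3.91% and 24.9% recovered) and with a low dispersion (98.5% and 99.7%) were added after that result was seen, and the test itself was left unchanged. Regions were called by an implementation of the peakC outline in Python version 3.11.15 with isotonic regression from scikit-learn version 1.9.0; peakC itself was not used here. On simulated Satb1 profiles of 4844 fragments this caller recovered 91.7% of peaks at 5 times the background at 21 fragments and 92.5% at 55 fragments. Of the chosen places left without a peak, 17.9% and 5.38% also counted as recovered. The tops in the DP Satb1 windows stood lower, at 1.87 to 3.56 times their background at 21 fragments. At 55 fragments they stood at 1.51 to 3.01 times. Recovery at such heights was not simulated. Where no peak was simulated it still called a median of 11 regions at 21 fragments and 6 at 55 fragments outside the chosen places.

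The windows, the main tests, the naming rule and the alternatives were set before the data were examined. Chosen after the files were seen were the bins of 1 Mb beyond 5 Mb from the bait with their correlations to gene density and GC content, the comparison of odd with even fragments, the run of neighbouring DESeq2 bins, the region calls in the ES Satb1 library and the distance taken for the Ikzf1 enhancer. An error in the shift test of the distant bins was mended after its first result: it drew shifts with replacement and gave p values smaller than the number of distinct shifts allows, and it now uses each shift 1 time. Windows were read by eye from the paper's plots, so the profiles in those plots count as seen. Named are the baits, the genes the paper or its figures name at these loci, the genes in the windows, and the 10 bins with the largest change past the threshold in each direction, of which there were none. Genes named in the distant bins of 1 Mb fall outside this rule. They are only some of the genes in those bins. Alternatives covered the test, scaling, count filter, bin size, bait surroundings, capping of counts at the 99th percentile, the summary over fragments, window width, restriction to fragments with a GTAC site, running mean window, caller thresholds and the left-out ES replicate. Comparisons of 1 library with 1 library have no test. The Hoxa5 data, the ChIP-seq tracks and the peakC output were not analysed here.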

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

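Distant contacts were picked out after an exploratory look at the files, and the tests of high counts, of random ligation and of the ranking of bins in both Satb1 libraries were chosen only after the result was seen.

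In NPC, 29.2% of the reads with the SCR bait lay beyond 1.5 Mb, against 14.1% and 15.7% in the ES libraries. With the interval from Sox2 to 20 kb past the bait left out, the shares were 41.2%, 30.6% and 31.4%, so that the mean ES share reached 75.3% of the NPC share, which argues against reads drawn to that interval in ES cells as the whole cause. Counting each detected fragment once, NPC exceeded the higher ES library by 5.02 percentage points, no more than the ES libraries differed from each other, so a few fragments with high counts cannot be told apart from a broad gain. The NPC to ES ratio of detected fragments was at least 1.13 times as high at 20 to 40 Mb as at 1.5 to 5 Mb, but between the ES replicates this measure differed by 1.22 times, so a larger even background of random ligation cannot be told apart from a gain at all distances. Differentiation itself stays open as an untested explanation, with 1 NPC library.

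Distant bins of chromosome 17 ranked differently for the Satb1 bait in DP thymocytes and ES cells, though some were high in both, such as that from 45000001 to 46000000 at 3.32% and 3.19% of fragments. In DP the 1 Mb bin with the highest detected share ran from 87000001 to 88000000, with Epas1, Socs5 and Calm2. It had reads on 3.38% of its fragments (ES 1.92%). In ES the highest was the bin from 66000001 to 67000000, with Twsg1 and Rab31, at 5.08% (DP 1.76%). The median bin had 0.823% in DP and 2.04% in ES. The top ES bin was thus above the median in both libraries, and the top DP bin in DP alone. Over 83 bins more than 5 Mb from the bait, Spearman's rho between the libraries was 0.044, which restates the pattern and decides nothing about fragment density, GC content or mappability of the bins, and random splits of the fragments of either library correlated by at least 0.676 more than that, which argues against too few detected fragments. Detected shares in DP followed gene density by 0.726 more in rho than in ES, with a circular-shift p of 0.013 that is the smallest the 78 shifts can give, but rho in DP was 0.179 once GC content and fragment number were regressed out, so a preference for GC-rich bins may account for the DP ranking. Cell type and nuclear preparation differ together between these libraries, so neither a biological difference nor the different SDS treatment in the Methods was excluded.

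The Ikzf1 bait in DP thymocytes had its highest distant share in the bin from 3000001 to 4000000 of chromosome 11, with reads on 4.84% of fragments against a median of 1.15% over 109 bins.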

How the results depend on the processing

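All alternatives were set before the data were examined. Under the 70 alternatives run, no listed ratio, correlation or share turned to the other direction. A Sox2 ratio of 1, for the share of fragments with a read, was counted as moved although no difference was left. Numbers of bins or regions have no direction, so for these a reversal could not be seen. Of the 70 alternatives, 30 were counted as leaving their result the same. That count allowed small moves in the number of regions, such as 4 or 6 for Satb1 at 55 fragments against 5. It also went by the number of regions, not their places. With a background fitted on running means the numbers at 55 fragments stayed at 5 for Satb1 and 2 for Ikzf1. The regions within the genes Satb1 and Ikzf1 were then replaced by others. Against 0 bins called higher and 0 lower in ES by edgeR, DESeq2 called 30 and 12, 20 kb bins gave 13 and 2, 5 kb bins 9 and 1, and library totals 3 higher; the cause was not tested. With library totals the counts at an unadjusted p under 0.05 turned from 30 higher and 12 lower to 16 higher and 30 lower, so the balance of directions across bins depends on the scaling. Leaving out an ES replicate leaves no spread for this fit, so it was not run. The ES to NPC ratio at Sox2 (4.65) was 5.01 when scaled to total reads within 1.5 Mb, 5.13 with 20 kb around the bait left out of that total, 5.22 with quantile normalization over the chromosome, 4.11 with capped counts, 6.07 without the highest fragment, 9.59 for the median fragment, 4.49 with wider windows, 1 for the share of fragments with a read, and 4.43 to 4.71 without ES replicate 1 or 2. Under the same settings the DP to ES ratio of the Satb1 windows (2.46) was 2.32, 2.62, 2.73, 2.46 when capped, 2.53, 7.09, 2.53 and 1.22, and it was 2.41 over fragments with a GTAC site. The ES replicate correlation (0.979) was 0.942 at 5 fragments, 0.991 at 55 fragments, 0.833 on the log2 scale and 0.337 within distance classes. Thresholds 1 interquartile range higher left 2 Satb1 regions at 21 fragments and 1 at 55. Fitting 700 kb gave 7 for Satb1 at 21 fragments, 12 for Ikzf1 at 17 and 4 at 55, and fragments with a read alone gave 7 for Satb1 at 21. The Ikzf1 valley (0.459) was 0.632 at 31 fragments and 0.899 at 55. The share on the enhancer side of Satb1 was 55.2% of detected fragments in DP and 43.4% in ES, and 66.3% and 40.2% of reads at 20 kb to 1.5 Mb. Simulated 4-fold changes were recovered in 3.91% of cases with the fitted dispersion and 98.5% with a low one, so the spread limits the SCR fit.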

Differences from the paper's values

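The distance taken for Ikzf1 was chosen only after the called regions were seen.

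At 17 fragments 1 region was called for Ikzf1, where the paper's Fig. 4C shows about 6, read by eye. The paper's text gives no thresholds for peakC, and the caller used here follows its outline with thresholds of its own. Of the alternatives set before the data were examined, none gave a number within 1.5 times the paper's: higher thresholds, a background fitted on running means, capped counts and fragments with a read alone each gave 1 region, and fitting 700 kb on each side gave 12.

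The paper places the Ikzf1 enhancer at about 50 kb. The region called at 17 fragments has its top 121 kb upstream of the bait. None of the alternatives set before the data were examined closes this gap: each called the region with its top at 121 kb at 17 fragments, and the 11 further regions from fitting 700 kb had tops 137 kb or more from the bait. Nearer tops, at 27.2 kb upstream and 39.2 kb downstream, were present in the running mean but not called at 17 fragments under any of them.

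Places of called regions also differ. Fig. 4C, read by eye, shows each of the pair of neighbouring upstream contacts of Ikzf1 as a called region at 17 fragments and a region over them at 55 fragments. Here neither was called at either window, and the second region at 55 fragments lay within Ikzf1. With a background fitted on running means, set before the data were examined, the second region at 55 fragments did lie over the pair, from 11407813 to 11423171. Fig. 4B, read by eye, shows all Satb1 regions at 55 fragments on the side of the enhancers. Here 2 of 5 lay on that side and 3 on the other. Of the alternatives set before the data were examined, only higher thresholds left none on the other side, with 1 region in all.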

Other observations

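All tests of distant contacts were chosen only after the files were seen. The SCR ranked distant bins much alike in ES cells and NPC. Over 147 bins of 1 Mb more than 5 Mb from the bait, the share of detected fragments correlated with Spearman's rho of 0.914 between the ES replicates and of 0.925 and 0.918 between each of them and NPC (circular-shift p = 0.0070 each, the smallest that the shifts can give). Bins are not independent replicates. The detected share still fell with distance beyond 5 Mb. From 5 to 10 Mb to 20 to 40 Mb it went from 1.52% to 0.70% in ES replicate 1 and from 2.86% to 1.45% in NPC. Distance, GC content and mappability were not taken out, so these values cannot tell shared contacts from a shared fall with distance. The bin from 27000001 to 28000000 of chromosome 3, with Ect2, Pld1, Fndc3b and Tnfsf10, had reads on 2.95%, 5.32% and 4.71% of its fragments in ES replicate 1, ES replicate 2 and NPC, and that from 51000001 to 52000000, with Setd7, Elf2 and Maml3, on 2.65%, 4.47% and 5.23%.

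For Ikzf1 in DP thymocytes, the detected share correlated with the number of protein-coding genes per bin with rho of 0.362 (circular-shift p = 0.0095, the smallest that the shifts can give), and for the SCR with rho of 0.158, 0.203 and 0.183 in the 3 libraries (p = 0.70, 0.53 and 0.63). GC content and fragment number were not regressed out for Ikzf1 or the SCR. For Satb1 in DP thymocytes that step lowered rho from 0.521 to 0.179, so a preference for gene-rich bins was not shown for Ikzf1. Among the highest Ikzf1 bins was that from 32000001 to 33000000, with the alpha-globin genes Hba-a1 and Hba-a2, at 4.61% of fragments.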
